# Ptc6 Is Required for Proper Rapamycin-Induced Down-Regulation of the Genes Coding for Ribosomal and rRNA Processing Proteins in *S. cerevisiae*

**DOI:** 10.1371/journal.pone.0064470

**Published:** 2013-05-21

**Authors:** Asier González, Carlos Casado, Joaquín Ariño, Antonio Casamayor

## Abstract

Ptc6 is one of the seven components (Ptc1-Ptc7) of the protein phosphatase 2C family in the yeast *Saccharomyces cerevisiae*. In contrast to other type 2C phosphatases, the cellular role of this isoform is poorly understood. We present here a comprehensive characterization of this gene product. Cells lacking Ptc6 are sensitive to zinc ions, and somewhat tolerant to cell-wall damaging agents and to Li^+^. Ptc6 mutants are sensitive to rapamycin, albeit to lesser extent than *ptc1* cells. This phenotype is not rescued by overexpression of *PTC1* and mutation of *ptc6* does not reproduce the characteristic genetic interactions of the *ptc1* mutation with components of the TOR pathway, thus suggesting different cellular roles for both isoforms. We show here that the rapamycin-sensitive phenotype of *ptc6* cells is unrelated to the reported role of Pt6 in controlling pyruvate dehydrogenase activity. Lack of Ptc6 results in substantial attenuation of the transcriptional response to rapamycin, particularly in the subset of repressed genes encoding ribosomal proteins or involved in rRNA processing. In contrast, repressed genes involved in translation are Ptc6-independent. These effects cannot be attributed to the regulation of the Sch9 kinase, but they could involve modulation of the binding of the Ifh1 co-activator to specific gene promoters.

## Introduction

Type 2C Ser/Thr protein phosphatases (PP2Cs) are a group of monomeric enzymes highly conserved throughout evolution. The classification of these proteins according to their primary structure shows that in fungi there are five major groups of PP2Cs [1]. In the budding yeast *Saccharomyces cerevisiae* the PP2C family is composed of seven members (Ptc1-7) that include representatives of all structural groups previously described. The last member incorporated to the Ptc family was *YCR079w* (*PTC6*), which was presumed for many years to encode a type 2C enzyme [2], [3], but whose phosphatase activity was only recently demonstrated [4]. It is known that the *PTC7* gene can produce 2 different polypeptides by differential splicing [5]. As occurs in higher eukaryotes, yeast PP2Cs were initially associated to the regulation of cell growth and stress signaling. Our current knowledge, however, suggests that PP2C functions are much more diverse (for a review see [1] and references therein). While the subcellular localization of Ptc1-4 is cytoplasmatic or nuclear [6], [7], Ptc5, Ptc6 and the spliced version of Ptc7 are located in the mitochondria [5], [8]–[11]. There is some controversy, however, about the localization of Ptc6 within this organelle because it has been proposed that it is localized to either the mitochondrial intermembrane space or the mitochondrial matrix [11], [12].

In spite of the growing body of knowledge, our understanding of the function(s) and regulatory mechanisms for each specific PP2C isoform is still rather limited, and this is particularly true for the mitochondrially-located isoforms. For instance, only one cellular target for Ptc6 has been described so far. Both, Ptc6 and Ptc5, seem to dephosphorylate Ser313 of Pda1, a component of the E1α subunit of the pyruvate dehydrogenase (PDH) complex that catalyzes the oxidative decarboxylation of pyruvate to form acetyl-CoA thus connecting glycolysis and the tricarboxylic acid cycle [13]. In fact, the PDH complex activity in *ptc6* or *ptc5* strains is greatly reduced [10], [13]. Moreover, *ptc6* mutants are unable to degrade aconitase in a Pep4-dependent fashion and have impaired mitochondrial transport into the vacuole after prolonged stationary phase, suggesting that Ptc6 plays a role in the mitochondrial degradation process known as mitophagy (see [14] and references therein). As a consequence, Ptc6 is necessary for survival of lactate-growing stationary phase cells [11]. The role of Ptc6 in mitophagy is probably exerted through Rtg3, the transcription factor that mediates the RTG (*r*e*t*ro*g*rade signaling pathway) response [15]. Due to this function in mitophagy, Ptc6 has received the Aup1 (for *au*tophagy-related protein *p*hosphatase) alias [11].

Remarkably, among the *ptc* family mutants, only *ptc1* and *ptc6* are sensitive to rapamycin (an inhibitor of the activity of Tor kinases) and caffeine (a compound that has been related with the cell wall integrity pathway and that can also act as an inhibitor of Tor kinases) [4], [16]–[19]. On the other hand, overexpression of *PTC6* renders cells tolerant to rapamycin [4]. The TOR (*t*arget *o*f *r*apamycin) pathway is a conserved signaling network (for a review, see [20] and references therein) important for cell growth control that involves the phosphatidylinositol kinase-related protein kinase (PIKK) Tor1 and Tor2. These kinases are found in two functionally and structurally distinct multiprotein complexes: TORC1 and TORC2, each of which signals through a different set of effector pathways. TORC1 is rapamycin-sensitive, whereas TORC2 is rapamycin insensitive [21]. TORC1 activates cell growth by positively regulating diverse anabolic processes, such as transcription, protein synthesis, ribosome biogenesis, nutrient transport, and mitochondrial metabolism, whereas it represses several catabolic pathways, such as mRNA degradation, ubiquitin-dependent proteolysis, autophagy and apoptosis. However, the molecular mechanisms by which TORC1 signals to these diverse processes in both yeast and mammals are still open to discussion. In particular, only a few substrates of either TORC1 or its direct effectors such as the AGC kinase Sch9 [22] or the Tap42/Tip41-PP2A/Sit4 system (see [20] and references therein) are known.

The rapamycin-sensitive phenotype of the *ptc1* mutant lead us to recently uncover a role for Ptc1 in normal signaling through the TORC1 pathway, possibly by regulating a step upstream of Sit4/Tip41 function [19]. Consequently, we also decided to investigate the nature of the possible functional connection between Ptc6 and this pathway. Our results suggest that the role of Ptc1 and Ptc6 in maintaining the normal function of TORC1 pathway is different. Genetic studies also indicate that the rapamycin-sensitive phenotype derived by the lack of Ptc6 is not mediated by its role on the regulation of the PDH complex or the mitophagy process. Remarkably, transcriptomic analyses show that mutation of *PTC6* significantly attenuates the transcriptional changes caused by rapamycin, mainly at the level of repressed genes. In this study we propose that the inability to repress transcription of certain genes in response to rapamycin may be the cause of the phenotypes observed in Ptc6-deficient cells.

## Materials and Methods

### Yeast and *Escherichia coli* growth conditions

Yeast cells were incubated at 28°C in YPD medium (1% yeast extract, 2% peptone and 2% glucose) or in synthetic medium [23] containing 2% glucose and lacking the appropriate selection requirements. The Low Ammonium medium is synthetic medium containing 2% glucose and supplemented with 10 mM ammonium sulphate, 40 mg/l methionine, 20 mg/l histidine and 100 mg/l leucine.

*E. coli* DH5α cells were used as plasmid DNA host and were grown at 37°C in LB broth supplemented with 50 µg/ml ampicillin, when required. Bacterial and yeast cells were transformed using standard methods. Standard recombinant DNA techniques were performed as described elsewhere.

The sensitivity of yeast cells to diverse stressing agents was evaluated by growth on agar plates (drop tests) as described in [24]. Sensitivity of each strain to rapamycin was evaluated in liquid cultures as previously described [25] and represented as relative growth respect the untreated strain.

### Gene disruptions and plasmid construction

The *S. cerevisiae* strains used in this work are listed in the Table 1. Single *kanMX* deletion mutants in the BY4741 background were generated in the context of the *Saccharomyces* Genome Deletion Project [26]. Replacement of the *PTC6* coding region by the *nat1* marker from *Streptomyces noursei* was accomplished as follows: the 1.40 kbp DNA fragment containing the *nat1* gene, flanked by genomic sequences corresponding to −40/+5 and +1310/+1352 relative to the *PTC6* ATG codon, was amplified from the plasmid pAG25 [27] with the oligonucleotides 5′-PTC6-disr_nat and 3′-PTC6-disr_nat (Table S1). The *ptc6::nat1* disruption cassette was transformed in the appropriate strains and positive clones were selected in the presence of 100 µg/ml nourseothricin (Werner BioAgents). Double mutants *ptc2 ptc6* and *ptc3 ptc6* were constructed by introducing the *ptc6::nat1* disruption cassette in the *ptc2:kanMX* and *ptc3::kanMX* mutants from the BY4741 deletion bank.

**Table 1:** Yeast strains used in this work.

Name	Relevant genotype	Source/Reference
BY4741	*MATa his3Δ1 leu2Δ met15Δ ura3Δ*	[26]
AGS71	BY4741 *ptc6::nat1*	This work
MAR14	BY4741 *ptc1::nat1*	[52]
CCV190	BY4741 *ptc2::kanMX4 ptc6::nat1*	This work
CCV191	BY4741 *ptc3::kanMX4 ptc6::nat1*	This work
AGS60	BY4741 *ptc6::kanMX4 ptc1::nat1*	This work
CCV22	BY4741 *ure2::kanMX4 ptc6::nat1*	This work
CCV24	BY4741 *gat1::kanMX4 ptc6::nat1*	This work
AGS72	BY4741 *tor1::kanMX4 ptc6::nat1*	This work
AGS73	BY4741 *tip41::kanMX4 ptc6::nat1*	This work
AGS74	BY4741 *sit4::kanMX4 ptc6::nat1*	This work
CCV25	BY4741 *ptc5::kanMX4 ptc6::nat1*	This work
CCV26	BY4741 *lpd1::kanMX4 ptc6: nat1*	This work
AGS75	BY4741 *pda2::kanMX4 ptc6::nat1*	This work
AGS76	BY4741 *pkp1::kanMX4 ptc6::nat1*	This work
AGS77	BY4741 *pdb1::kanMX4 ptc6::nat1*	This work
CCV29	BY4741 *pep4::kanMX4 ptc6::nat1*	This work
CCV30	BY4741 *atg1::kanMX4 ptc6::nat1*	This work
YVM70	W303-1A Ifh1-myc^13^	[45]
AGS82	W303-1A Ifh1-myc^13^ *ptc6::nat1*	This work

The single *kanMX* deletion mutants in the BY4741 background that were generated in the context of the *Saccharomyces* Genome Deletion Project are not listed here.

The plasmids containing *LacZ* translational fusions with the promoters of *GAP1*, *GLN1, GDH1* and *MEP1* have been previously described in [19]. The construction of plasmids YEp195-*PTC1* and YEp195-*PTC1* ^[D58N]^ was reported earlier in [28] and [19], respectively. Plasmid pJU676 (pRS416-SCH9-5HA) was a generous gift from R. Loewith (Department of Molecular Biology Sciences. University of Geneva. Switzerland).

### RNA purification, cDNA synthesis and DNA microarray analysis

For RNA purification, 30 ml of yeast cultures of wild type BY4741 and its derivatives mutant strains were grown at 28°C in YPD medium until *A*_660_ 0.6–0.8 and, when required, treated with 200 ng/ml rapamycin or drug vehicle alone (90% ethanol and 10% Tween P20) for 1 hour. Cells were harvested by centrifugation and washed with cold water. Dried pellets were kept at −80°C until RNA purification. Total RNA was extracted using the RiboPure-Yeast kit (Ambion) following the manufacturer's instructions. RNA quality was assessed by electrophoresis in denaturing 0.8% agarose gel and quantified by measuring *A*_260_ in a BioPhotometer (Eppendorf). Transcriptional analyses using DNA microarrays developed in our laboratory were performed exactly as described in [29]. Briefly, 8 µg of total RNA for each sample were employed for the cDNA synthesis and labeling using the indirect labeling kit (CyScribe Post-Labeling kit, GE-Amersham Biosciences) in conjunction with Cy3-dUTP and Cy5-dUTP fluorescent nucleotides. The cDNA obtained was dried and resuspended in the hybridization buffer. The amount of DNA and the labeling efficiency was evaluated with a Nanodrop spectrophotometer (Nanodrop Technologies). Fluorescently labeled cDNAs were combined and hybridized to yeast genomic microchips constructed in our laboratory by arraying 6014 different PCR-amplified open reading frames (ORFs) from *S. cerevisiae* [30], [31]. Pre-hybridization, hybridization and washing conditions were essentially as described previously [32]. The slides were scanned with a ScanArray 4000 apparatus (Packard BioChips Technologies), and the output was analyzed using GenePix Pro 6.0 software. Spots with either a diameter smaller than 120 µm or fluorescence intensities for Cy3 (indocarbocyanine) and Cy5 (indodicarbocyanine) lower than 150 units, were not considered for further analysis.

Three different sets of microarray experiments were performed. In the first set of experiments we compared the expression profiles of *ptc6* mutant cells with that of wild type cells by performing two independent experiments (biological replicates), each in duplicate (dyes were swapped to avoid dye-specific bias). In the second series of experiments, we compared the transcriptomic profiles of *ptc1 ptc6* double mutant cells with that of wild type cells. Two independent experiments were performed, each in duplicate. For these two set of experiments we only considered for further analysis genes with data in at least two out four spots. In the last set of experiments we compared the transcriptomic profiles of WT, *ptc6*, and *ptc1ptc6* cells in the presence and the absence of rapamycin. In this case, data from duplicate experiments were combined, and the mean was calculated. A given gene was considered to be induced or repressed when the expression ratio was higher than 2.0 or lower than 0.50, respectively. The GEPAS3.0 software, now implemented in the Babelomics tool (http://babelomics.bioinfo.cipf.es/), was used to pre-process the data [33]. The MIPS Functional Catalogue Database [34], at http://mips.helmholtz-muenchen.de/proj/funcatDB/search_main_frame.html, and Gene Ontology Enrichment tool available at YeastMine [35] (http://yeastmine.yeastgenome.org), were used for the functional distribution of gene lists.

Different levels of dependence on Ptc6 were defined as “totally dependent” (TD), “strongly dependent” (SD), “weakly dependent” (WD) and independent, according to the expression of up- or down-regulated genes after rapamycin treatment in *ptc6* cells in comparison with wild type cells, as previously reported [36]. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus database [37] and are accessible through GEO SuperSeries accession number GSE38260.

### Chromatin immunoprecipitation assays

Chromatin cross-linking and immunoprecipitation were carried out based on previously described methods [38] with several modifications. Forty ml cultures were grown up to OD_660_ 0.6–0.8 on YPD medium, and cells were exposed to 200 ng/ml rapamycin for 5, 15, 30 and 45 min. Then, cells were treated with 1.1 ml of 37% formaldehyde (1% final concentration) for 15 min at 24°C and quenched by addition of 2 ml of 2.5 M glycine for 5 min at 24°C. Cells were collected by centrifugation and washed twice with 10 ml of ice-cold HBS (50 mM HEPES-KOH, pH 7.5, 140 mM NaCl) and once with 1.5 ml of Lysis buffer (50 mM HEPES-KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, 1% Nonidet P 40, 0.1% sodium deoxycholate). The pellet was resuspended in 300 µl of Lysis buffer with 1 mM phenylmethylsulfonyl fluoride (PMSF) and complete protease inhibitor mixture (Roche Applied Science). One volume of zirconia-silica 0.5 mm beads (BioSpec) was added and cells were broken at 4°C by vigorous shaking (5 times for 25 s each at setting 5.5, with intervals of 1 min on ice) in a Fast Prep cell breaker (FastPrep 24, MP Biomedicals). The chromatin was sheared using a Bioruptor Plus UCD-300 sonication device (Diagenode) (high intensity, ten cycles of 30 s sonication interspersed with 60 s pause). The cleared lysate (whole cell extract, WCE) was recovered by centrifugation at 9300×*g* for 5 min at 4°C. For chromatin immunoprecipitation, 50 µl of Protein G-Sepharose (GE Healthcare) was coupled to 2.5 µg of anti c-myc monoclonal antibody (Covance). The anti-myc-Protein G-Sepharose complexes were incubated overnight with 200 µl of WCE (4 mg) at 4°C in a rotator. Sepharose-protein complexes were transferred to 96-well filter plates (MultiScreen, Millipore) and extensively washed at 4°C with 250 µl of the indicated solutions as follows: Four times with lysis buffer for 1 min, four times with lysis buffer containing 500 mM NaCl, twice with washing buffer (10 mM Tris-HCl, pH 7.5, 1 mM EDTA, 250 mM LiCl, 0.5% Nonidet P-40, 0.5% sodium deoxycholate), and twice with TE (10 mM Tris-HCl, pH 7.5, 1 mM EDTA). Washes were discarded by centrifugation at 180×*g*. Protein-DNA complexes were recovered from beads by incubation with 80 µl of elution buffer (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, 1% SDS) at 65°C for 20 min. The supernatant was removed (60 µl), 240 µl of elution buffer were added, and samples were incubated overnight at 65°C. WCE controls were prepared from untagged cells by mixing 10 µl of WCE with 240 µl of elution buffer and incubating overnight at 65°C. Formaldehyde cross-links were reversed by incubation with 150 µg of proteinase K for 1 h at 37°C. The eluted DNA was purified with phenol-chloroform, precipitated with isopropanol, and dissolved in 30 µl (immunoprecipitated samples) or 50 µl of TE (WCE samples), and stored at −20°C. For PCR assays, 30 ng of the immunoprecipitated DNA was used. Oligonucleotides for PCR were designed to amplify 50- to 100-bp fragments (Table S1).

### Western blot and chemical fragmentation analysis

The Sch9 detection experiments were performed essentially as described in [22]. Briefly, yeast strains were grown on YPD to OD_660_ 0.5–0.6 at 28°C. Nine ml of cultures were mixed with TCA (final concentration 6%) and put on ice for at least 10 min before cells were pelleted at 1680×*g* for 2 min. The pellet was washed twice with 1 ml cold acetone and dried at 37°C. One-hundred µl of urea buffer (50 mM Tris pH 7.5, 5 mM EDTA, 6 M urea, 1% SDS, 1 mM PMSF) was added to the pellet and cell lysis was performed with zirconia-silica 0.5 mm beads (BioSpec) by vigorous shaking in a Fast Prep cell breaker (FastPrep 24, MP Biomedicals) as described above. Then, samples were heated for 10 min at 65°C. For NTCB (2-nitro-5-thiocyanatobenzoic acid) cleavage, 30 µl of 0.5 M CHES (pH 10.5) and 20 µl of NTCB (7.5 mM in H_2_O) were added and samples were incubated overnight at 24°C. Then, one volume of 2× sample buffer was added. Samples were fractionated by SDS-PAGE in 7.5% polyacrylamide gels and transferred to Immobilon PVDF membranes (Millipore). Membranes were incubated overnight with anti-HA antibody (Covance) at 1∶2000 dilution followed by the secondary HRP-conjugated anti-mouse IgG antibody (GE Healthcare) at 1∶20000 dilution. The immunocomplexes were visualized using ECL Western blotting detection kit (GE Healthcare). Chemiluminescence was detected using a LAS-3000 equipment (Fuji).

For Aco1 detection, whole cell lysates (10 ml of culture) were prepared by resuspending the cells in 200 µl of extraction buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.1% Triton X-100, 1 mM dithiothreitol, 10% glycerol, 2 mM phenylmethylsulfonyl fluoride and Complete inhibitor mixture (Roche Applied Science)). One volume of zirconia-silica 0.5 mm beads (BioSpec) was added and cells were broken at 4°C by vigorous shaking as above. After sedimentation at 500×*g* for 10 min at 4°C, the cleared lysate was recovered and the protein concentration was determined by Bradford assay. Total proteins (40 µg) were fractionated by SDS-PAGE in 10% polyacrylamide gels and transferred to Immobilon PVDF membranes (Millipore). Membranes were incubated overnight with anti-Aco1 antibody (a generous gift of Dr. S. Atrián, Universitat de Barcelona) at 1∶10000 dilution followed by the secondary HRP-conjugated anti-rabbit IgG antibody (GE Healthcare) at 1∶20000 dilution. The immunocomplexes were visualized using ECL Western blotting detection kit (GE Healthcare). Chemiluminescence was detected using a LAS-3000 equipment (Fuji).

### Other techniques

Total RNA was prepared as described above. Semi-quantitative RT-PCRs were performed using 100 ng of total RNA (except for *MEP1* amplifications, where 200 ng were used) and the Ready-To-Go RT-PCR Beads kit (GE Healthcare). Specific pairs of oligonucleotides were used (Table S1) to determine the levels of *GAP1* and *ACT1* (25 amplification cycles) and *MEP1* (30 amplification cycles). The PCR products were visualized in 2% agarose gels.

For quantitative RT-PCR, cDNA was synthesized from 1.5 µg of each RNA with the Superscript III First-Strand Synthesis System (Life Technologies). Five ng of each cDNA were used as a template, together with the pairs of oligonucleotides specified in the Table S1 and the Power SYBR green PCR Master mix (Applied Biosystems). Amplification reactions were carried out in a StepOnePlus Real-Time PCR System (Applied Biosystems). Fold-changes were calculated using the 2^−ΔCt^ method.

Evaluation of the promoter activity of diverse NCR-sensitive genes in response to rapamycin or to Low Ammonium Medium was performed using LacZ-reporters as described in [19].

Vacuolar staining and visualization was carried out using the lipophilic styryl dye FM4-64 (Molecular Probes) as described in [39].

Msn2 subcellular localization was performed using the pMSN2-GFP plasmid (a generous gift of F. Estruch, University of Valencia) as described in [19].

## Results

### Functional characterization of the *ptc6* mutant

Because of the striking rapamycin-sensitive phenotype of *ptc6* cells, we considered necessary to carry out a comprehensive analysis of phenotypes derived from this mutation, and compare the phenotypes with those of the *ptc1* mutant, the only other *ptc* mutant that has been reported as sensitive to rapamycin [19]. We have found that cells lacking *ptc6*, in contrast to *ptc1* mutants, are not sensitive to high temperature (37°C), alkaline pH, or high amounts of calcium, copper or iron (not shown) and can grow on glycerol and ethanol as carbon sources (not shown). Similarly, the vacuolar structure of *ptc6* cells appears to be normal, whereas it is highly fragmented in the *ptc1* mutant (Figure 1A). The *ptc6* mutation renders cells slightly sensitive to zinc, albeit to less extent than that of *PTC1*. Remarkably, the *ptc6* mutant is somewhat tolerant to cell-wall damaging agents such as calcofluor white or Congo Red, as well as to Li^+^ ions (Figure 1B) and, in fact, lack of Ptc6 improves to some extent the deficient growth caused by the *ptc1* mutation under these conditions.

**Figure 1:**
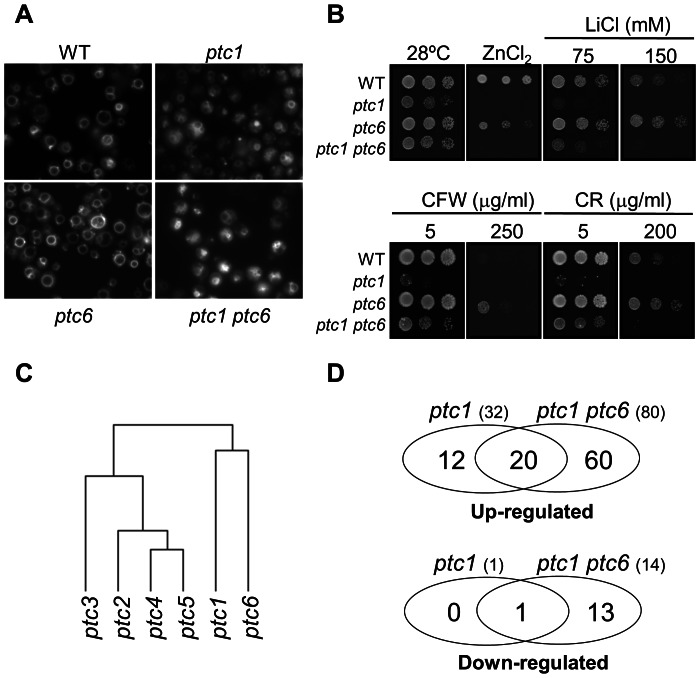
Characterization of *ptc6* mutant cells. A) Vacuole morphology is not altered in *ptc6* cells. Representative microscopic fields of wild type BY4741 (WT), *ptc1*, *ptc6* and *ptc1 ptc6* cells labeled with the lipophilic fluorescent dye FM4-64 to visualize vacuole morphology (×1000). B) Sensitivity of *ptc6* mutants to different stressing conditions. 1∶5 serial dilutions containing the same amount of cells of the strains above were spotted on YPD plates containing 6 mM ZnCl_2_, or the indicated concentrations of LiCl, Calcofuor White (CFW) or Congo Red (CR). Growth was monitored after 3 days, except for the plate of 150 mM LiCl (4 days). C) Clustering of the global expression profiles from mutants in each of the analyzed Ptc mutants. The dendrogram is based on the expression profiles previously obtained for each *PTC* mutant [29] with respect to the wild type strain and has been obtained using the Cluster Server (unweighted pair group method using arithmetic averages and correlation distance) at GEPAS [33]. D) Venn diagram showing the number of genes whose expression was considered to be induced (top) or repressed (bottom) in both *ptc1* and *ptc1 ptc6* double mutant cells exponentially growing on YPD. Data for the *ptc1* strain was taken from [29].

To gain insight into the possible cellular roles of Ptc6, we investigated by microchip analysis the changes in the global transcriptional profile caused by the *ptc6* mutation in cells growing under standard conditions. Disappointingly, we observe that lack of *PTC6* had almost no effect on the expression profile. The level of mRNA of only two genes, excluding *PTC6* itself, was found decreased (*FIT3* and *TIS11*) and, although mRNA levels of several genes involved in the lysine biosynthesis (*LYS1*, *LYS20*, *LYS21*, *LYS12* and *LYS9*) were slightly increased, they did not reach the defined threshold (2-fold increase). In any case, when we compared the reported expression profile of the *ptc1-5* mutants [29], obtained using the same DNA microarray platform and yeast genetic background, together with that of *ptc6* cells, it became evident that the expression profile of *ptc6* cells is quite different of that obtained for the *ptc1-5* mutants (Fig. 1C). We also evaluated the expression profile of *ptc1 ptc6* cells. Simultaneous deletion of *PTC1* and *PTC6* genes provoked more transcriptional changes than those observed previously for the single deletion of the *PTC1* gene (Fig. 1D). We found that the levels of mRNA for 80 genes were upregulated, whereas 14 genes, including *PTC1* and *PTC6*, were down-regulated in *ptc1 ptc6* double mutant cells, when compared to the wild type strain (see Tables S2 and S3 for the complete list of genes).

A substantial number of genes considered up-regulated in *ptc1 ptc6* cells (30 genes or 37.5% of the induced) were either related to the cell wall function or were found induced by cell-wall stress [40], as previously described for the *ptc1* mutant [29]. In fact, 18 out 20 genes whose expression was up-regulated at least two-fold in *ptc1* mutant cells [29] with valid data for the *ptc1 ptc6* mutant, were also up-regulated in *ptc1 ptc6* cells. The expression of the two other genes was either found consistently elevated (*NCA3*) or not induced at all (*PHO89*) in *ptc1 ptc6* cells.

Changes in the expression levels were quantitatively higher in the *ptc1 ptc6* double mutant than in *ptc1* cells. The average of the values of induction (in log_2_) for the set of 18 genes found simultaneously up-regulated (more than 2-fold) in both strains was higher in *ptc1 ptc6* (1.93, equivalent to 3.82-fold) than in *ptc1* cells (1.45, equivalent to 2.74-fold). This is also true when only the set of genes involved in cell wall integrity was considered.

Among the 60 genes specifically induced in *ptc1 ptc6* but not in *ptc1* or *ptc6* cells it is worth noting the presence of a set of 17 genes involved in carbon-compound and carbohydrate metabolism (p-value: 3.88E-06), six of them (*TSL3*, *GLC3*, *GIP2*, *GSC2*, *PGM2* and *GDB1*) were involved in the metabolism of energy reserves (p-value: 1.51E-05). We also found 7 genes (*ARN2*, *PDR5*, *FIT3*, *MEP2*, *ARN1*, *FIT1* and *FIT2*) involved in ion transport (p-value: 5.71E-04).

Taken together, the comparison of the phenotypic and transcriptomic data presented here, as well as the previously reported results [29] suggest that the cellular functions of Ptc6 are substantially different from those of Ptc1 and also from Ptc2-Ptc5.

### Ptc6 and Ptc1 participate in the TOR signaling pathway by different mechanisms

As previously described, the *ptc1* strain is more sensitive to rapamycin than *ptc6* cells. We show here that the double mutant *ptc1 ptc6* was even more sensitive to this compound than *ptc1* cells (Figure 2A). Interestingly, the rapamycin-sensitive phenotype of *ptc1* is not altered at all by further deletion of *PTC2* or *PTC3*, which encode the closest structural relatives to Ptc1 (data not shown). The observation that the mutation of *PTC6* in a *ptc1* background is specific and additive suggests that Ptc1 and Ptc6 phosphatases could interact with the TOR pathway at different levels. It has been reported that certain *vps* mutants fail to recover from rapamycin-induced arrest [41]. Since *ptc1* shows diverse phenotypes alike to *vps* mutants [29] we tested the ability to resume growth in rapamycin-treated *ptc1* cells after the drug is removed. We observed that, indeed, the *ptc1* and *ptc1 ptc6* strains do not recover from the drug treatment (Fig. 2B). In contrast, *ptc6* mutants recover nearly as a wild type strain, indicating that, in spite of the common rapamycin-sensitive phenotype, only Ptc1 is essential for resumption of growth after treatment with the drug. This result also supports the notion that Ptc1 and Ptc6 interact with the TOR pathway in a different manner.

**Figure 2:**
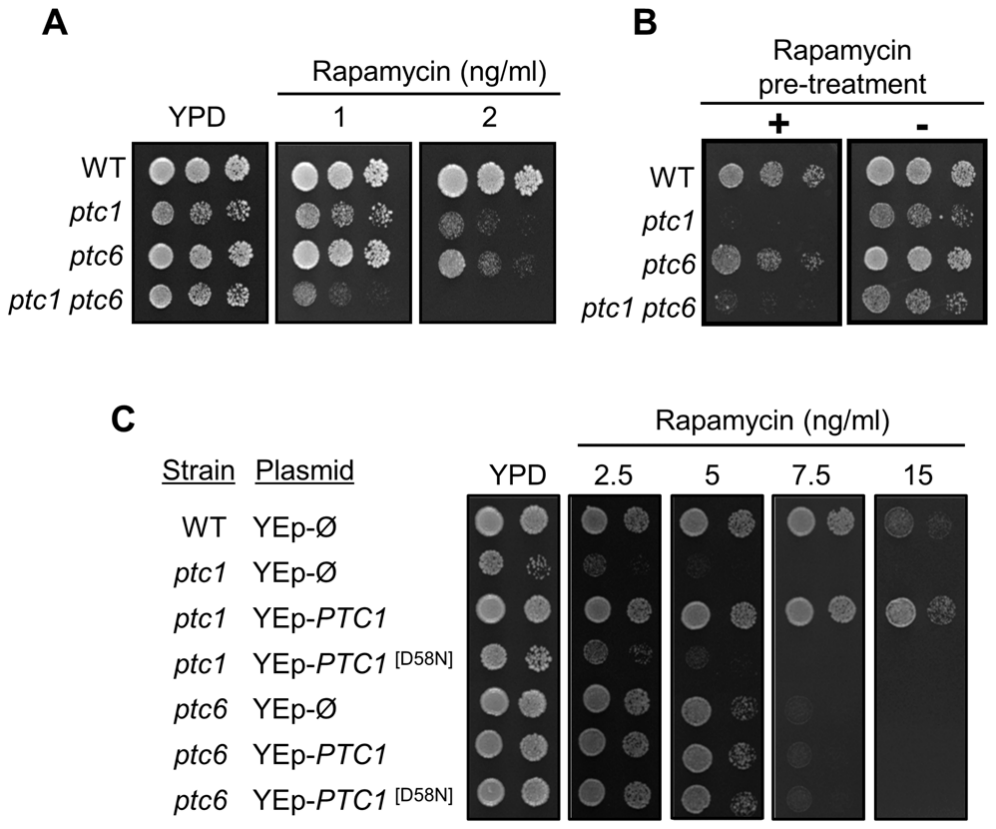
Ptc1 and Ptc6 differentially regulate the TOR signaling pathway. A) Wild-type strain BY4741 and the indicated mutants were spotted onto YPD plates containing the specified concentrations of rapamycin. Growth was monitored after 3 days of incubation at 28°C. B) Exponentially growing BY4741 cells and the indicated mutants at a OD_600_ of 0.8–1.0 growing in YPD medium were incubated either with 200 ng/ml rapamycin (+) or the vehicle (−), for 6 h. Cells were then washed twice, resuspended in YPD, spotted onto YPD plates and the growth monitored after 3 days. C) The BY4741 strain and its *ptc1* and *ptc6* derivatives were transformed with an empty high-copy-number YEplac195 vector (YEp-Ø) or with the same vector bearing either the wild type or a catalytically inactive form of Ptc1 (PTC1^[D58N]^). Cells were spotted as described above and incubated for 3 days.

It is reasonable to assume that if Ptc1 would be affecting the Ptc6 target(s) in the TOR pathway, its over-expression could rescue the hypersensitivity to rapamycin of the *ptc6* mutant. As shown in Figure 2C, overexpression of native Ptc1 rescues the *ptc1* phenotype and, as previously reported [19], is even able to confer some tolerance to rapamycin, whereas a catalytically impaired version of the phosphatase (D58N) does not. In contrast, overexpression of Ptc1 does not increase at all the tolerance of the *ptc6* mutant to the drug.

Our previous results indicated that Ptc1 acts on the TOR pathway by regulating Tip41 or Sit4 function, since the deletion of *PTC1* in *sit4* or *tip41* cells did not alter the phenotype displayed by these mutants [19]. We now deleted the *PTC6* gene in strains carrying mutations in diverse non-essential components of the pathway (Fig. 3A), and the sensitivity to rapamycin was tested measuring the growth in liquid cultures. As observed in Fig. 3B deletion of *PTC6* increased the rapamycin hypersensitive phenotype of *tor1* cells, similarly to that observed for the deletion of *PTC1* [19]. However, contrary to the previously observed for the *ptc1* mutants, deletion of the *PTC6* gene in the *sit4* or *tip41* backgrounds decreased the tolerance to the drug. Therefore, our data suggest that, in contrast to what happens in the case of *ptc1*, the *sit4* and *tip41* mutations are not epistatic to the *ptc6* mutation.

**Figure 3:**
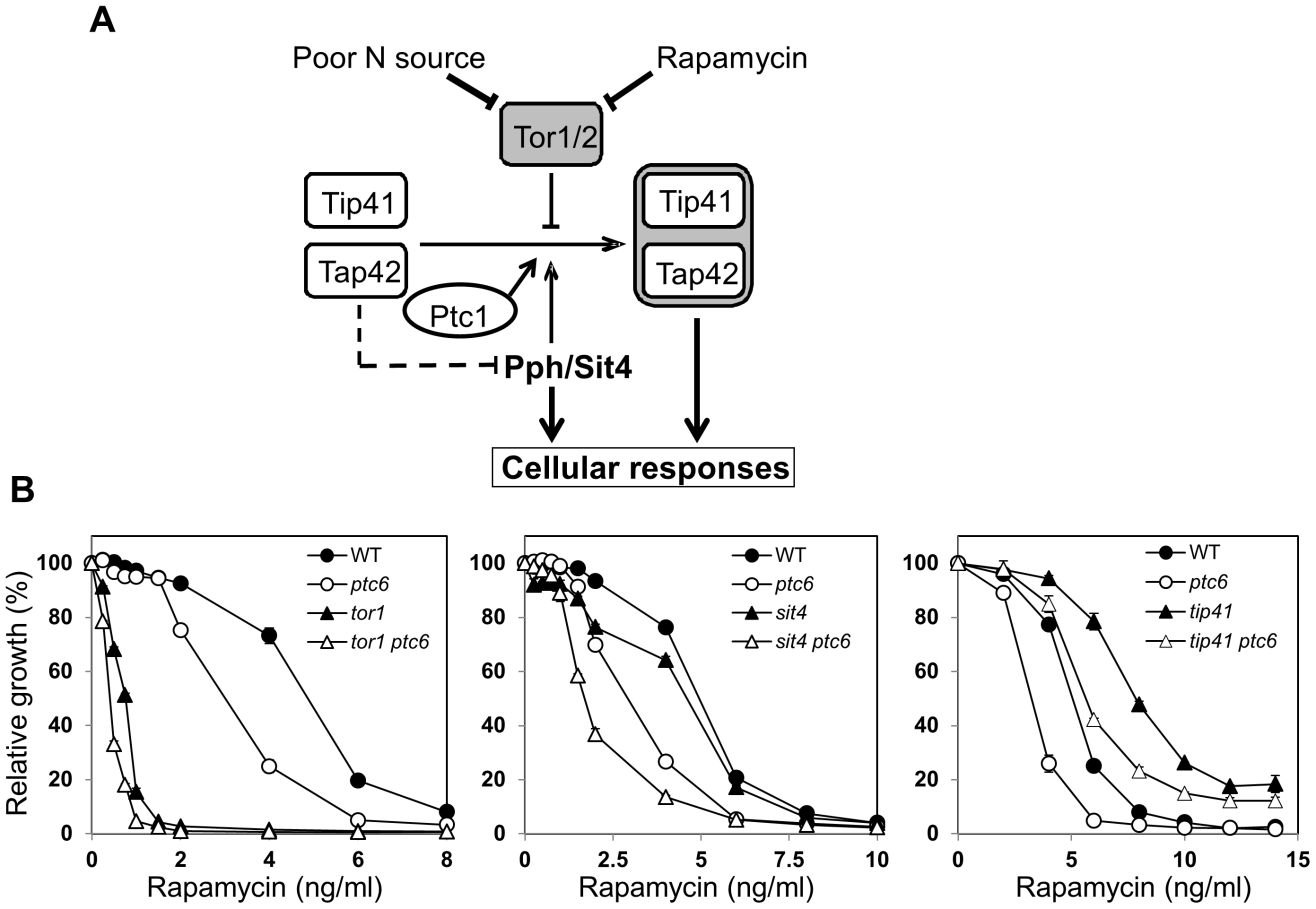
Epistatic analysis of *ptc6* and mutations affecting the TOR pathway. A) A simplified model of signaling through the TOR pathway, focused on the regulation of NCR genes and displaying the proposed role for Ptc1 [19]. B) Growth in the presence of the indicated concentrations of rapamycin of diverse mutants in genes involved in the TOR pathway in combination with deletion of *PTC6*. Relative growth is represented as a percentage respect the growth of each strain in YPD without rapamycin. Six experiments were performed and the mean ± SEM is represented.

Therefore, taking together these results indicate that both Ptc6 and Ptc1 are involved in the normal functioning of the TOR signaling pathway but they are affecting different mechanisms.

### Rapamycin-induced mitophagy is blocked in *ptc6* mutants growing on glucose

One of the events controlled by the TOR signaling pathway, together with Ras-PKA signaling and the general stress response pathways, is mitophagy, a vacuole-dependent mitochondrial degradation process [42]. Several circumstances have been described that lead to yeast mitophagy, including those that inhibit the TOR pathway, such as entry in stationary phase, nitrogen starvation or treatment with rapamycin [11]. By following the degradation of the mitochondrial protein aconitase (Aco1), a well-established method to monitor mitophagy [11], we confirmed that rapamycin treatment in wild type cells exponentially growing in YPD medium induced mitophagy, since the protein was not detectable after 3 h of treatment with the compound (Fig. 4A). In contrast, when *ptc6* mutant cells were exposed to the same concentration of rapamycin, Aco1 was still detectable for at least 6 h, indicating that rapamycin-induced mitophagy in wild type cells is, at least in part, dependent of Ptc6. This behavior is similar to that of cells lacking one of the main vacuolar hydrolases (the proteinase A, encoded by the *PEP4* gene), which have been shown unable to degrade Aco1 when growing on lactate upon rapamycin incubation [43]. Thus, cells lacking Ptc6 have an impaired mitophagy phenotype when treated with rapamycin in medium containing glucose as carbon source. Therefore, our results extend those reported by Tal and coworkers showing that Ptc6 was required for efficient mitophagy in prolonged stationary-phase incubation in medium containing lactate, a non-fermentable carbon source [11]. Ptc6 is also required for the delay in Aco1 degradation observed in wild type cells treated with rapamycin in a non-fermentable carbon source such as glycerol (Fig. 4A). We next asked whether the *ptc6* mutant would be similarly sensitive to rapamycin irrespectively of the carbon source. Interestingly, as shown in Figure 4B, wild type and *ptc6* cells display a similar sensitivity to rapamycin, in spite that the wild type strain still shows some degree of mitophagy and the *ptc6* mutant does not (Fig. 4A), thus indicating that mitophagy and the rapamycin-sensitive phenotype could be dissociated. This notion is further reinforced by the observation that there are strains, such as the *uth1* mutant, that are unable to induce mitophagy in lactate-grown cells challenged with rapamycin, but are tolerant to rapamycin irrespectively of the carbon source ([43], Figure 4C). In fact, deletion of the *PTC6* gene decreases tolerance to rapamycin of the *uht1* mutant (Figure 4C).

**Figure 4:**
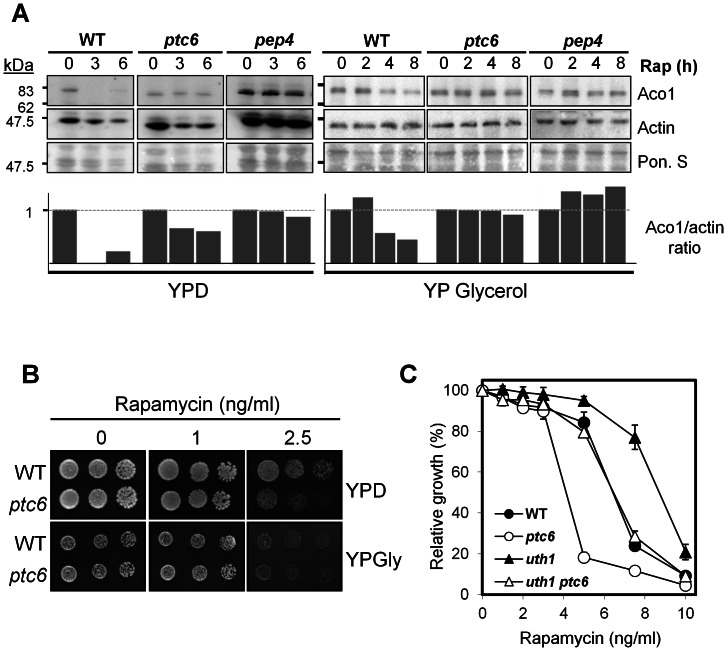
Rapamycin-induced mitophagy is dependent on Ptc6. A) Wild type BY4741 and isogenic *ptc6* and *pep4* derivatives were grown in YPD or YP Glycerol (2%) medium until OD_660_ 1.0 and then rapamycin (200 ng/ml) was added. Samples were taken at the indicated times and 40 µg of total protein from each sample were analyzed by immunoblotting with anti-aconitase and anti-actin antibodies. Ponceau staining (Pon S) is shown as loading control. Quantification of band intensities was performed by the GelAnalyzer software (http://www.gelanalyzer.com) and shown as Aco1/actin signals ratio. B) Wild-type strain BY4741 and the isogenic *ptc6* mutant were spotted onto plates containing glucose (YPD) or glycerol (YPGly) as carbon source, and the indicated concentrations of rapamycin. Growth was monitored after 3 (YPD plates) or 4 days (YPGly plates) of incubation at 28°C. C) The indicated strains were grown in the presence of the different concentrations of rapamycin as described in the legend of Fig. 3B.

### The rapamycin-sensitive phenotype of the *ptc6* mutant is independent of the lack of PDH activity

The only cellular target for Ptc6 described so far is Pda1, which is also dephosphorylated by Ptc5. As shown in Figure 5A, five proteins form the three structural components of the PDH complex. In addition, two protein phosphatases (Ptc6 and Ptc5) and two protein kinases (Pkp1 and Pkp2) are regulatory elements, responsible for the increase and decrease of PDH activity, respectively. Interestingly, Gey and coworkers demonstrated that lack of Ptc6 causes a dramatic drop in the PDH activity and it has been reported that deletion Pda1 [13] or Pdb1 [18] results in sensitivity to rapamycin. Therefore, it could be speculated that a link between the rapamycin-sensitive phenotype of *ptc6* cells and the role of the phosphatase in activating PDH activity could exist. To test this possibility we evaluated the sensitivity to rapamycin of mutants in genes involved in regulation of PDH activity in the presence and in the absence of the *PTC6* gene. As shown in Figure 5B, deletion of *PTC6* in the *ptc5* background (which is not rapamycin-sensitive) decreases tolerance to the drug to achieve *ptc6* levels. Remarkably, we observe that the *pkp1* strain, which does not show a decrease in PDH activity [13], [18], is also hypersensitive to rapamycin and that deletion of *PTC6* further decreases the tolerance to the drug. Similarly, lack of Ptc6 decreases tolerance to rapamycin in cells lacking structural components of the PDH complex, such as in the *pdb1*, *lat1* or *lpd1* strains (Figure 5C). Therefore, deletion of *PTC6* decreases rapamycin tolerance irrespectively of an increase or decrease of PDH activity, thus suggesting that decreased PDH activity is not the cause of the hypersensitivity to rapamycin described for the *ptc6* mutant. Because the slightly increased sensitivity to rapamycin observed in mutant cells lacking either structural components of the PDH complex or the *PKP1* gene, we cannot discard a role of these components in the pathway regulated by rapamycin.

**Figure 5:**
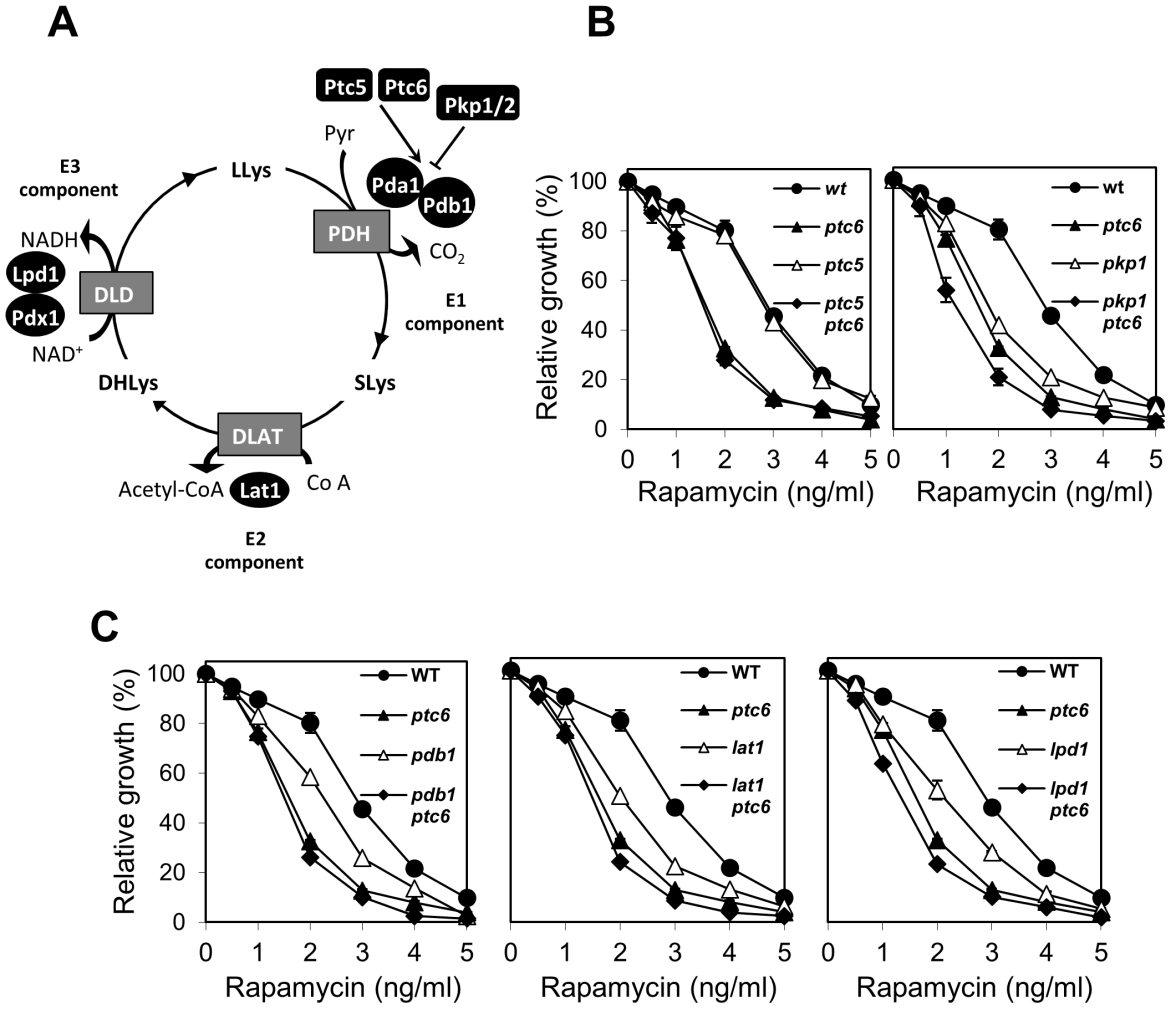
Epistatic analysis of *ptc6* and mutations affecting the PDH complex. A) Schematic representation of the pyruvate dehydrogenase complex based in the information available at the Yeast Biochemical Pathway Database, at the SGD website [51]. The different components of the pyruvate dehydrogenase complex (black ovals) as well as the protein kinases and phosphatases regulating its activity (black rectangles) by targeting Pda1, a component of the E1 complex, are shown. Grey rectangles denote the following enzymatic activities: Pyruvate dehydrogenase (PDH), Dihydrolipoyl lysine acetyltransferase (DLAT) and Dihydrolipoyl dehydrogenase (DLD). The following abbreviations have been used to label the reaction products: Pyr, Pyruvate, LLys (N^6^-(lipoyl)lysine), SLys (N^6^-(S-acetyldihydrolipoyl)lysine) and DHLys (N^6^-(dihydrolipoyl)lysine). B) Growth in the presence of the indicated concentrations of rapamycin of diverse strains lacking genes involved in regulating the E1 component of the pyruvate dehydrogenase complex in combination with the deletion of *PTC6*. Growth is represented as a percentage respect the growth of the each strain in YPD without rapamycin. Data are mean ± SEM from six experiments. C) Rapamycin sensitivity of diverse mutants lacking structural components of the PDH complex and the *PTC6* gene. Experimental conditions are identical to those described above.

### The rapamycin-induced transcriptional response is attenuated in *ptc6* mutant cells

Short-term treatment of wild type cells with rapamycin results in strong remodeling of gene expression. To identify the effect of *ptc6* mutation in the global expression pattern after rapamycin treatment, we performed microarray experiments comparing the rapamycin-induced transcriptional response of wild type and *ptc6* mutants. 

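Wild type BY4741 cells, *ptc6* cells and *ptc1 ptc6* cells, which lack both phosphatases, were exposed to 200 ng/ml rapamycin or to the vehicle for 1 h. RNA from the treated and the untreated culture of a strain was labelled with Cy3 and Cy5 and hybridized to 1 array, and then to another array with the dyes exchanged, which gave 6 arrays for 3 strains. The rapamycin-treated sample carried Cy3 on array 1 and Cy5 on array 2 of the wild type and *ptc6* strains, and the opposite on the arrays of the *ptc1 ptc6* strain. The 2 arrays of a strain form 1 biological replicate, so no difference between strains has a replicate check, no test was made, and the number of arrays limits the precision of every value. The authors excluded spots with a diameter under 120 µm or a signal under 150 fluorescence units, and gave for each ORF and array a log2 ratio of rapamycin-treated to untreated cells. The sign of these ratios is the same on both arrays of a strain, with positive values for induction. The paper's text does not name the method of normalization, and the median log2 ratio of an array lay between 0.01 and 0.10. Of 6212 ORFs listed, 4143 and 3620 had a value on arrays 1 and 2 of wild type cells, 4254 and 4047 in *ptc6* cells, and 4546 and 4544 in *ptc1 ptc6* cells. Across the genes with a value on both arrays of a strain, which are not independent replicates, the Pearson correlation of the dye swap was 0.969 in wild type cells (3476 genes), 0.952 in *ptc6* cells (3925 genes) and 0.925 in *ptc1 ptc6* cells (4295 genes). The standard deviation of the difference between the 2 arrays was 0.37, 0.35 and 0.48 log2 units, respectively. From there, the mean log2 ratio of the 2 arrays was taken for each gene with a value on both, and a gene was considered up-regulated above 1 and down-regulated below -1. Of the deleted genes, *PTC6* (YCR079W) had log2 ratios of 1.11 and 0.62 on the wild type arrays and no value on the arrays of either mutant. *PTC1* (YDL006W) had a single value, -0.28 on wild type array 2.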

Considering only the genes with valid data in both experiments (3332 genes) we found that rapamycin caused changes in the expression levels of 1115 genes (33.4%) in wild type cells (476 up-regulated and 639 down-regulated). 

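With a value required on both arrays of wild type and *ptc6* cells, 3323 genes were valid. In wild type cells the mean log2 ratio passed the 2-fold threshold in 1111 of them (33.4%), with 473 genes up-regulated (14.2%) and 638 down-regulated (19.2%). The threshold moved these numbers most, with 1729 genes changed at 1.5-fold and 651 at 3-fold. Among genes past 2-fold on both arrays, the largest inductions were those of *GAP1* (YKR039W; 7.21 and 7.00 on arrays 1 and 2), *COS4* (YFL062W; 8.36 and 5.44), *DAL5* (YJR152W; 6.52 and 5.71), *MEP2* (YNL142W; 6.43 and 5.53) and *TMT1* (YER175C; 5.11 and 5.15). The strongest repression was measured for *URA7* (YBL039C; -5.53 and -5.81), *RPF2* (YKR081C; -5.07 and -5.69), *BRX1* (YOL077C; -5.26 and -5.49), *RPA43* (YOR340C; -5.45 and -5.09) and *RPS22A* (YJL190C; -5.28 and -5.02).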

In *ptc6* mutant cells, rapamycin changed the levels of 884 transcripts (26.5%), being the number of up-regulated and down-regulated genes of 375 and 509, respectively (Fig. 6A, upper panel). 

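In the same genes, 883 (26.6%) passed 2-fold in *ptc6* cells, 374 of them up-regulated (11.3%) and 509 down-regulated (15.3%). Both strains shared 350 induced and 494 repressed genes. A further 24 genes were induced and 15 repressed in *ptc6* cells alone, 144 genes were repressed in wild type cells alone, and 0 genes changed in opposite directions. Across all valid genes, the Pearson correlation between the log2 ratios of both strains was 0.973. The mean log2 ratios of *URA7* and *RPS22A*, repressed strongly in wild type cells, were -4.10 and -4.17 in *ptc6* cells.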

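For the *ptc1 ptc6* strain, 3242 genes had a value on both arrays and on both wild type arrays. Of these, 478 were induced and 590 repressed in wild type cells. In *ptc1 ptc6* cells 401 were induced (12.4%) and 539 repressed (16.6%), of which 335 and 460 had changed the same way in wild type cells. A further 7 genes were past 2-fold in opposite directions in the wild type and *ptc1 ptc6* strains, and all 7 are on chromosomes XII and XIII.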

In the case of the *ptc1 ptc6* mutant, from the total number of genes with valid data (3355), the rapamycin-induced genes were 417 (12.4%) and the down-regulated ones were 564 (16.8%) (Fig. 6A, lower panel). These figures suggest that lack of Ptc6 may cause an attenuation of the transcriptional response to rapamycin. 

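Per gene, attenuation was measured as the lost share of the response, which is 1 minus the log2 ratio in the mutant divided by the log2 ratio in wild type cells, so that 0 is an equal response and 1 is no response in the mutant. In *ptc6* cells the median lost share was 0.186 for the genes induced in wild type cells and 0.245 for the repressed genes. The log2 ratio was closer to 0 in *ptc6* than in wild type cells for 85.8% of the induced and 96.4% of the repressed genes. Of 591 genes repressed more than 2-fold on both wild type arrays, 482 (81.6%) had both *ptc6* values outside the range of the wild type values on the same side, and the response was weaker in *ptc6* cells for 478 of them. Of 406 genes induced on both wild type arrays, 263 (64.8%) were separated in this way, 244 with a weaker response. If the 4 values of a gene were exchangeable, 33.3% of genes would be separated, but the genes were selected on the wild type values and the 2 arrays of a strain share their RNA, so this share is not a chance rate for these counts, and any difference between the single cultures also separates the values. In *ptc1 ptc6* cells the median lost share was 0.187 for induced genes and 0.127 for repressed genes.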

The alterations provoked by the *ptc1* and *ptc6* mutations in the response induced by rapamycin were verified in a set of four rapamycin-responsive, nitrogen catabolite repression (NCR) regulated genes (*GAP1*, *GLN1*, *GDH1* and *MEP1*), required for adaptation to non-preferred nitrogen sources and whose expression is controlled by the Gln3 transcription factor. As shown in Fig. 6B, when cells were challenged with rapamycin, it became evident that the response of these genes to the drug was attenuated in Ptc6-deficient cells, although somewhat less than in *ptc1* cells. The transcription attenuation of the *GAP1* and *MEP1* genes in response to rapamycin in the *ptc6* strain was also validated by RT-PCR (not shown).

**Figure 6:**
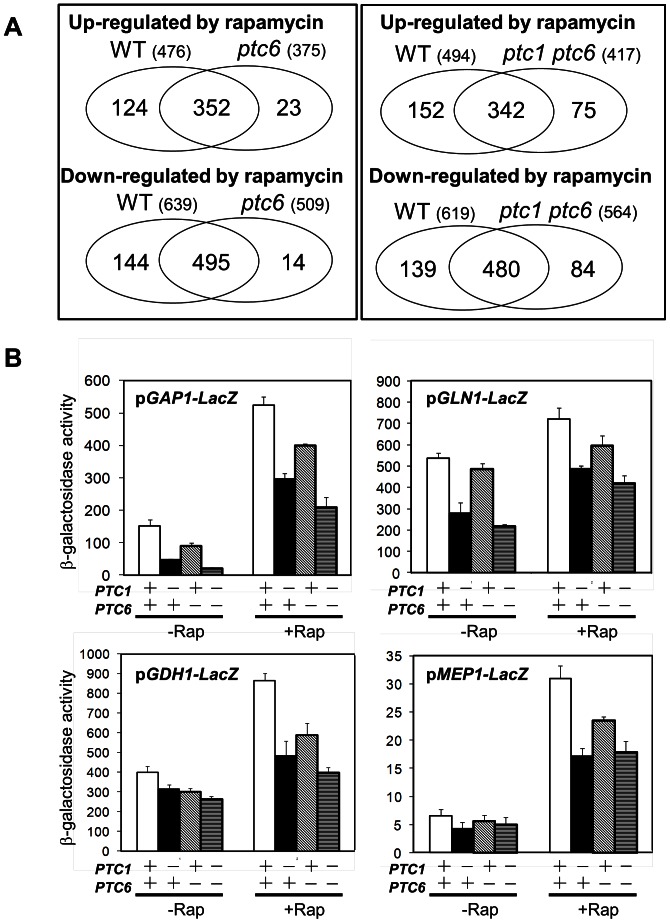
Cells lacking Ptc6 have an attenuated transcriptional response to rapamycin. A) Venn diagram showing the number of genes whose expression was considered to be induced or repressed by rapamycin in wild type and *ptc6* cells (left panel) or wild type and *ptc1 ptc6* cells (right panel). Datasets with valid data in each case contained 3332 and 3810 genes, respectively. B) Decreased response of diverse NCR-sensitive genes to rapamycin treatment. The indicated constructs were introduced into wild type BY4741 and the indicated derivatives, and cells were treated with 200 ng/ml rapamycin (Rap) for 60 (for *GAP1*, *GLN1* and *GDH1* promoters) or 90 min (for *MEP1*). Control cells (- Rap) received only the solvent. β-Galactosidase activity was measured as indicated in the text. Data are mean ± SEM from six independent clones.

To explore the extent of the transcriptional attenuation in the response to rapamycin caused by the *ptc6* mutation, we plotted the transcriptional changes (log_2_ values) for wild type (X axis) and *ptc6* (Y axis) after rapamycin treatment, and the value of the slope of the fitted line obtained by simple linear regression was taken as an “attenuation index” (Figure S1). Therefore, if the global responses to the drug in both strains were similar, the expected slope value would be close to unity, whereas a weakened response in the *ptc6* cells would decrease this index. 

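The slope was computed here as the least-squares line with an intercept, over genes past 2-fold in wild type cells, with the mean log2 ratios of each strain. To measure what the index gives between arrays of a single strain, 1 wild type array was plotted against the other. For genes selected on the array of the X axis, the slope was 0.876 (478 genes) and 1.10 (492 genes) for up-regulated genes, and 0.964 (670 genes) and 1.01 (641 genes) for down-regulated genes.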

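Over the induced and repressed genes of wild type cells, the slope of the *ptc6* log2 ratios was 0.820 and 0.743, respectively. The 4 pairs of a wild type and a *ptc6* array gave slopes from 0.747 to 0.888 for induced genes and from 0.722 to 0.744 for repressed genes. The selection of genes moved the index for repressed genes most, to 0.664 with the genes past 2-fold in *ptc6* cells in place of those of wild type cells.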

The values of the slope for the genes consider up- ad down-regulated by rapamycin in *ptc6* cells respect wild type cells were 0.8186 and 0.7424. As a reference, the corresponding indexes for the same treatment with rapamycin in *ptc1* respect wild type cells were 0.7502 and 0.9268, respectively [19]. 

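For *ptc1 ptc6* cells the slope on wild type cells was 0.671 for induced genes, and the 4 pairs of arrays gave 0.639 to 0.701. For repressed genes it was 0.884, with 0.855 to 0.892 over the pairs of arrays. Orthogonal regression, which allows error in both strains, gave 1.26 for the repressed genes, on the other side of 1. The correlation of *ptc1 ptc6* with wild type log2 ratios across the genes of 1 chromosome was 0.0156 on chromosome XII (186 genes) and 0.543 on chromosome XIII (196 genes), and 0.939 to 0.973 on each of the others. Without chromosomes XII and XIII, a setting chosen after seeing the data, the slopes were 0.745 for induced and 0.948 for repressed genes.

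**Figure D1:**
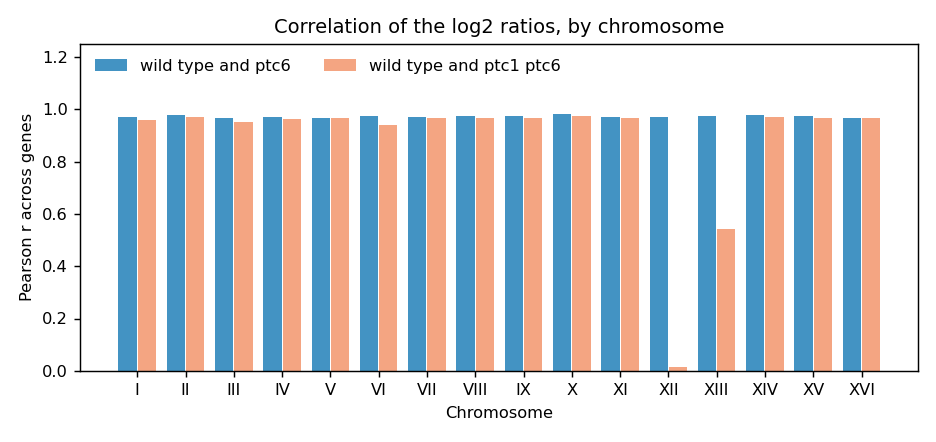
Pearson correlation, across the genes of each chromosome, of the log2 ratios of rapamycin-treated to untreated cells in each mutant with those in wild type cells. Chromosomes XII (0.0156) and XIII (0.543) stand apart for *ptc1 ptc6*, and for *ptc6* every chromosome lies between 0.966 and 0.982.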

We also performed a similar calculation with the *ptc1 ptc6* cells, and the corresponding slopes were 0.6671 and 0.8869 (Figure S1). Thus, changes in the transcriptional profiles in response to rapamycin were attenuated in all three mutants analyzed, being this attenuation more relevant for the down-regulated genes in the *ptc6* strain, and for the up-regulated genes in the *ptc1 ptc6* strain.

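Among repressed genes, the largest differences between *ptc6* and wild type cells were those of *RPF2* (2.62 log2 units higher in *ptc6*), *NOP2* (YNL061W; 2.35), *RRB1* (YMR131C; 2.27), *NUG1* (YER006W; 2.27) and *URA1* (YKL216W; 2.24). On arrays 1 and 2, *RPF2* had log2 ratios of -2.46 and -3.07 in *ptc6* cells, and *NOP2* had -4.64 and -5.25 in wild type and -2.48 and -2.71 in *ptc6* cells. Among induced genes, the log2 ratio in *ptc6* cells minus that in wild type cells was -1.84 for YIL165C, -1.82 for *SNZ1* (YMR096W), -1.74 for *COS4*, -1.70 for *ICT1* (YLR099C) and -1.53 for *TMT1*. The value of YIL165C ran from -2.66 without *ptc6* array 1 to -1.02 without *ptc6* array 2, so its place among the induced genes rests on single arrays. Leaving out either wild type array moved the difference of *COS4* to -3.20 or -0.28, and that of *ICT1* to -0.69 or -2.71. *ICT1* is listed on chromosome XII, where the ratios of wild type and *ptc6* cells were not related to those of *ptc1 ptc6* cells. A candidate explanation is that wild type and *ptc6* values of this chromosome stand on the rows of other ORFs. The -1.70 may therefore belong to an ORF other than *ICT1*. From slopes below 1, the paper reasons that the responses were attenuated in each mutant. It names the repressed genes of *ptc6* cells and the induced genes of *ptc1 ptc6* cells as those more attenuated.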

One of the cellular responses to rapamycin is the translocation to the nucleus of the Msn2 transcription factor that collaborated in the regulation of the general stress response. We have already described that lack of Ptc1 prevents the nuclear translocation of Msn2 in response to rapamycin [19]. When similar experiments were performed with *ptc6* mutant cells, we observed only a moderate decrease in the number of cells with nuclear localization of Msn2, when compared to wild type cells (Figure S2A). 

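Documented targets of Msn2 and Msn4 were taken from a list of 69 genes assembled from general knowledge, not from a database, of which 50 were valid in wild type and *ptc6* cells and 37 were induced by rapamycin in wild type cells. Their median log2 ratio was 2.59 in wild type and 2.05 in *ptc6* cells. The median lost share of these 37 genes was 0.179, with 0.139 to 0.207 over the pairs of arrays, and that of the other 436 induced genes was 0.186. Of 10000 random lists of induced genes matched on the wild type log2 ratio, 33.0% had a lower median lost share. The slope was 0.696 for the targets and 0.830 for the other induced genes.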

Consistently, when the attenuation in the expression change in *ptc6* cells of genes known to be under the regulation of Msn2/Msn4 was compared with that of genes independent of these transcriptional factors, no significant differences were observed (Figure S2B). Cells lacking both genes, *PTC1* and *PTC6*, however, resulted in a stronger prevention of the nuclear localization that the observed for *ptc1* cells.

### Ptc6 is important for the rapamycin-induced down-regulation of the genes involved in ribosome biogenesis

We next investigated if the *ptc6* mutation affected specific gene families whose expression was altered by rapamycin-treatment. We have found that the expression level of 476 genes was up-regulated by rapamycin in wild type cells, when genes with valid data for the *ptc6* strain were considered. The most relevant category among these genes was the metabolism of aminoacids (67 genes, p-value: 7.65E-22). 

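A list of 119 genes of amino acid metabolism was assembled from general knowledge in place of the MIPS category. Of the 91 with valid data in wild type and *ptc6* cells, 42 were induced in wild type cells (46.2%) and 13 were repressed (14.3%). Outside chromosomes XII and XIII, 38 of 82 were induced (46.3%).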

Only 86 genes were, at some extent, dependent of Ptc6. The additional 390 genes were up-regulated in a Ptc6-independent manner. Among them, the family of genes involved in the metabolism of aminoacids was the most relevant (55 genes, p-value: 7.43E-18).

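The paper's text does not give the limits of its classes of dependence. The limits used here were a lost share of at least 0.9 for totally dependent, 0.5 to 0.9 for strongly dependent and 0.25 to 0.5 for weakly dependent genes, and genes below 0.25 were called independent. By these limits, 142 of the 473 induced genes (30.0%) were dependent on Ptc6, with 0 totally, 9 strongly and 133 weakly dependent, and 331 were independent. The number of dependent genes was 74 with limits of 0.33, 0.67 and 1, and 267 with the lost share computed on the linear ratios. With 1 wild type array set against the other in place of a *ptc6* array, 76 and 71 induced genes were classed as dependent, and the *ptc6* arrays gave 150 to 236. The split into classes changed with an array left out, with 25 strongly and 7 totally dependent genes without wild type array 1, 29 and 1 without wild type array 2, 27 and 0 without *ptc6* array 2, and 13 and 0 without *ptc6* array 1. Leaving out an array also admits genes that had no value on it, so these counts mix both effects. With all arrays kept and a value required on at least 1 array, 34 were strongly and 5 totally dependent. Over the alternatives fixed beforehand the number of strongly dependent genes ran from 1 to 62.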

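Of the 42 induced genes of amino acid metabolism, 37 were independent of Ptc6 by these limits and 5 were weakly dependent. Their median log2 ratio was 2.35 in wild type and 2.11 in *ptc6* cells. The median lost share was 0.126 (0.0729 to 0.166 over the pairs of arrays), against a median of 0.188 in random lists of induced genes matched on the wild type log2 ratio, and 1.82% of these lists had a lower median. The dependent share of 11.9% was 20.9% without wild type array 1, 20.0% without *ptc6* array 2 and 45.2% on the linear scale. It was 2.38% with class limits of 0.33, 0.67 and 1, 26.2% with 0.2, 0.5 and 0.8, and 18.8% with the rows of chromosomes XII and XIII realigned, an alternative chosen after seeing the data.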

Concerning the 639 genes whose expression was found down-regulated by rapamycin in wild type cells we observed, in agreement with previous reports, a very strong predominance of genes related to protein synthesis (217 genes, p-value 4.98E-102), particularly those involved in ribosomal biogenesis and translation (Table S4).

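Of 115 genes for cytosolic ribosomal proteins with valid data in wild type and *ptc6* cells, 108 were repressed in wild type cells (93.9%). Of 46 translation factors 34 were repressed (73.9%), of 17 tRNA synthetases 9 (52.9%), and of 43 mitochondrial ribosomal proteins 5 (11.6%). Of the ribosomal protein genes, all 100 outside chromosomes XII and XIII were repressed, all 6 on chromosome XIII and 2 of 9 on chromosome XII, where the median log2 ratio of the 9 was 0.075. Wild type and *ptc6* values listed on chromosome XII may belong to other ORFs, so these 9 values are not evidence of unrepressed genes. After a rotation of the rows chosen without the ribosomal protein genes, their wild type median on this chromosome was -3.21 (13 genes). Outside these chromosomes, 31 of 40 translation factors (77.5%), 9 of 17 tRNA synthetases and 5 of 41 mitochondrial ribosomal proteins (12.2%) were repressed. The lists were assembled from general knowledge of gene names and are not the MIPS categories.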

We also observed a significant enrichment in genes related to transcription (144 genes, p-value 3.09E-5), predominantly those associated to rRNA processing (70 genes, p-value 3.87E-22). 

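In the lists compiled here, 91 of 124 valid genes for rRNA processing were repressed in wild type cells (73.4%), and 13 of 22 genes for subunits and transcription factors of RNA polymerases I and III (59.1%). Outside chromosomes XII and XIII, 88 of 111 (79.3%) and 13 of 19 genes (68.4%) were repressed.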

When the level of dependence on Ptc6 for transcriptional down-regulation was examined, we found 290 genes (45.4%) exhibiting some degree of dependence (9 totally, 83 strong and 198 weakly dependent on Ptc6). 

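By the same limits, 309 of the 638 repressed genes (48.4%) were dependent on Ptc6, 2 of them totally, 44 strongly and 263 weakly, and 329 were independent. The quartiles of the lost share over the repressed genes were 0.157 and 0.368. On the linear scale, 509 genes were dependent, 3 totally, 225 strongly and 281 weakly. With class limits of 0.33, 0.67 and 1, 210 genes were dependent, 11 of them strongly. With 1 wild type array set against the other, 89 and 55 repressed genes were classed as dependent, and the *ptc6* arrays gave 296 to 430. Without wild type array 2, 71 repressed genes were strongly dependent, and without *ptc6* array 2, 5 were totally dependent.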

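The 108 repressed ribosomal protein genes had a median lost share of 0.165, with 0.0782 to 0.236 over the pairs of arrays. Random lists of repressed genes matched on the wild type log2 ratio had a median of 0.210, and 0 of the 10000 lists had a lower value than the ribosomal protein genes. These lists were drawn from all repressed genes, the ribosomal protein genes included, so the family was in part compared with itself. By the limits of dependence used here, 3 of the 108 genes (2.78%) were dependent on Ptc6 and 105 were independent. This share rested on single arrays, and was 17.6% without *ptc6* array 1, 14.7% without wild type array 2, 6.48% without *ptc6* array 2 and 4.50% without wild type array 1. On the linear scale it was 81.5%, and with class limits of 0.2, 0.5 and 0.8 it was 21.3%. The 16 repressed ribosomal protein genes without a paralog, had a median lost share of 0.116, and 0% of them were dependent.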

Interestingly, while globally considered, genes related to protein synthesis did not exhibit a particular trend regarding Ptc6-dependence, the down-regulation of the subset corresponding to ribosome biogenesis showed a tendency to be Ptc6-dependent, in particular those coding for ribosomal proteins (p-value of 4.68E-41 for the Ptc6-dependent *vs* 6.14E-24 for the Ptc6-independent). In general, the degree of dependence for this gene family was weak (Table S4). In contrast, rapamycin-repressed genes related to translation turned out to be largely independent of Ptc6. 

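Of the 3 dependent ribosomal protein genes, 0 were totally or strongly dependent, and all 3 were weakly dependent. The lower and upper quartiles of the lost share in this family were 0.125 and 0.192. With the linear ratios, 12.0% of the family was totally or strongly dependent, and without wild type array 1, 0.901%.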

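For the 34 repressed translation factors, the median lost share was 0.247, close to the limit between weak dependence and independence, with 0.154 to 0.335 over the pairs of arrays. Matched random lists had a median of 0.266, and 33.1% of them had a lower median. The factors divided into 16 weakly dependent (47.1%) and 18 independent genes (52.9%). Without wild type array 2, 72.2% of the translation factors were dependent, with class limits of 0.33, 0.67 and 1, 23.5%, and on the linear scale, 79.4%. The share of totally or strongly dependent factors was 0% with all arrays, 13.9% without wild type array 1, 5.56% without wild type array 2, 2.94% without *ptc6* array 1 and 5.88% without *ptc6* array 2.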

When genes involved in transcription were considered, we observed a predominance of Ptc6-dependent genes (Table S4). Remarkably, this tendency is not general for all functional subcategories, but it is particularly strong for genes related to rRNA processing (53 genes, p-value 5.34E-27, *vs* 17 genes, p-value 4.92E-2, for independent genes). 

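The median lost share of the 91 repressed rRNA processing genes was 0.339, with 0.321 to 0.371 over the pairs of arrays. It was higher than in every one of the 10000 random lists matched on the wild type log2 ratio, whose median was 0.238. These lists were drawn from all repressed genes, and the ribosomal protein genes among them lower their medians. The rank is therefore in part a contrast with ribosomal protein genes. Among strongly repressed genes, in a range chosen after seeing the data, rRNA processing genes had 0.382 and all genes other than ribosomal protein genes had 0.352. Of these genes, 69 (75.8%) were dependent on Ptc6 and 22 independent. For the 13 repressed subunits and transcription factors of RNA polymerases I and III, 5 genes were dependent (38.5%), the median lost share was 0.221 (0.176 to 0.251 over the pairs of arrays), and 27.2% of the matched lists had a lower median.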

Attenuation of repression of genes within this category in response to rapamycin was, in many cases, largely dependent on the presence of Ptc6, with predominance of TD- or SD- dependent genes (Table S4).

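The 69 dependent genes of rRNA processing comprised 0 totally, 4 strongly and 65 weakly dependent genes. The totally or strongly dependent share of the list was 11.7% without wild type array 1, 11.8% without *ptc6* array 2 and 2.17% without *ptc6* array 1. On the linear scale, the share of totally or strongly dependent genes in this list was 63.7%, and the median lost share was 0.551. With class limits of 0.33, 0.67 and 1, that share was 1.10%.

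**Figure D2:**
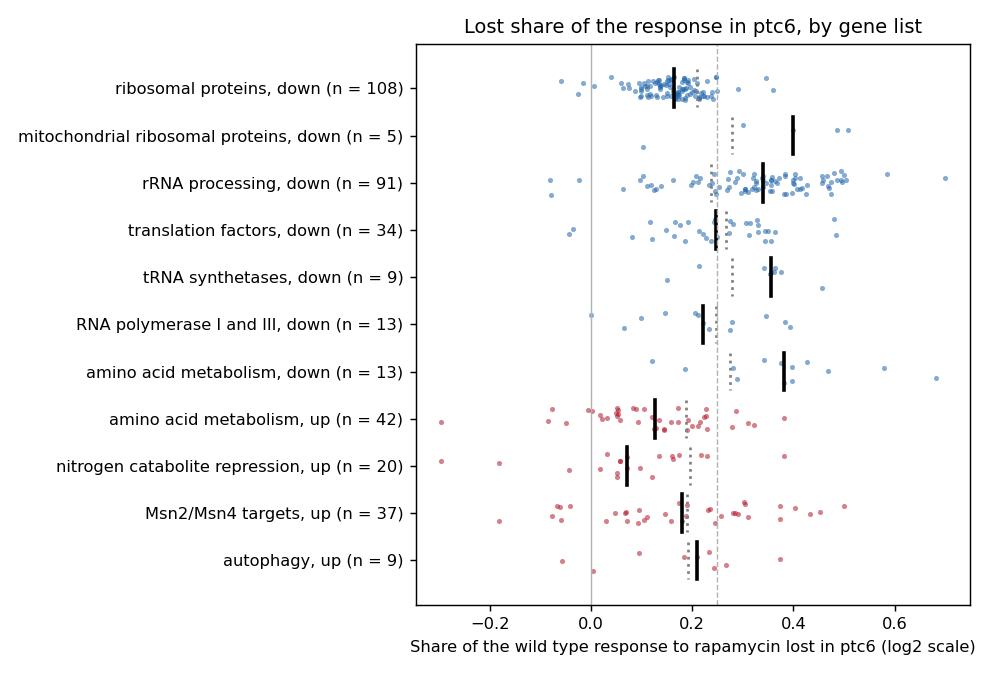
Lost share of the response to rapamycin in *ptc6* cells, with a point for each repressed (blue) or induced (red) gene of a list, a thick line at the list's median, a dotted line at the median of the random lists matched on the wild type log2 ratio and a dashed line at the limit of weak dependence, 0.25. The medians of the rRNA processing and ribosomal protein genes lie at 0.339 and 0.165, where their matched random lists lie at 0.238 and 0.210.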

### Ptc6 is not required for rapamycin-induced dephosphorylation of Sch9

It is known that TORC1 directly phosphorylates Sch9, a member of the AGC family of protein kinases, thus triggering expression of genes involved in ribosome biogenesis [22]. Interestingly, comparison of the response profile to rapamycin of cells carrying a constitutively active version of Sch9, that mimics a TORC1-phosphorylated form (*SCH9^2D3E^* allele) with that of the native protein reveals an attenuation of the response to drug that is qualitatively and quantitatively similar to that observed here for *ptc6* mutants. Thus, when the “attenuation index” described above was calculated for all genes repressed after 90 min of exposure to rapamycin, a value of 0.706 was obtained, in close agreement with that obtained for *ptc6* cells (0.742). The similarity extends to the differential level of dependence when gene families were considered. Repression of genes coding for proteins involved in rRNA processing showed an important grade of dependence for both Ptc6 and Sch9. These dependences were weaker in both cases for the set of genes related to the ribosomal protein synthesis (Figure 7A). 

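Ribosomal protein and rRNA processing genes were also compared, in a selection chosen after seeing the data, among genes with a value in all 3 strains and a log2 ratio of -3.64 or less in wild type cells, outside chromosomes XII and XIII. In *ptc6* cells the median lost share of the 50 ribosomal protein genes in this range was 0.180, with 0.103 to 0.246 over the pairs of arrays. The 24 rRNA processing genes in this range had a median of 0.382, with 0.345 to 0.394. All 39 genes in this range that do not encode ribosomal proteins had a median of 0.352, with 0.343 to 0.383.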

Down-regulation of the genes of the regulon Ribi was also found attenuated in both mutants (Figure S3).

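The median log2 ratio changed from -2.77 in wild type to -1.83 in *ptc6* cells for the rRNA processing genes. It changed from -2.29 to -1.78 for the subunits and transcription factors of RNA polymerases I and III, from -1.68 to -1.07 for the tRNA synthetases and from -1.89 to -1.35 for the translation factors. The log2 ratio was weaker in *ptc6* cells for 88 of 91, 12 of 13, 9 of 9 and 32 of 34 genes of these lists, respectively.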

**Figure 7:**
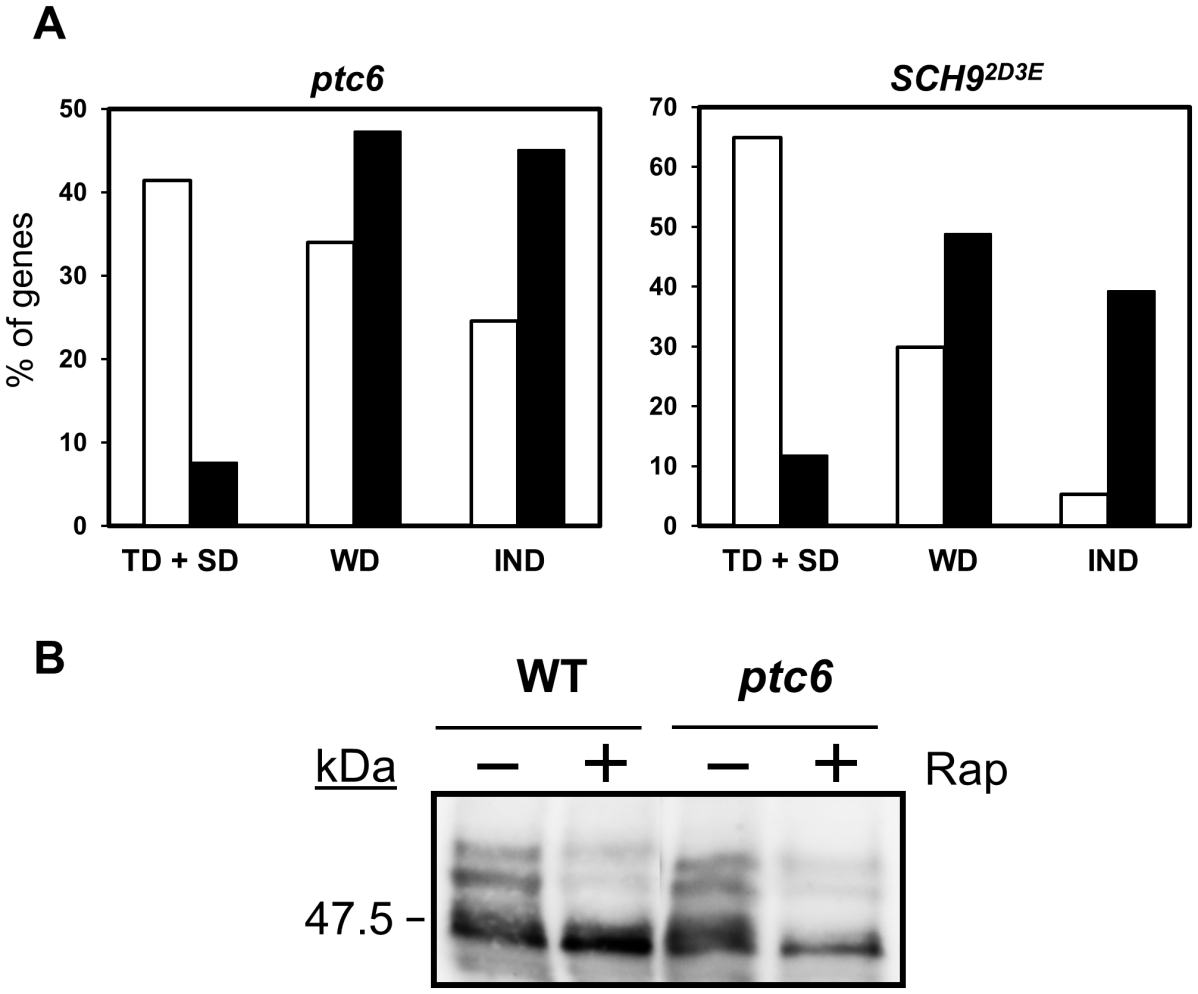
Ptc6 does not influence Sch9 phosphorylation in response to rapamycin. A) Representation of the percentages of the genes down-regulated by rapamycin involved in rRNA processing (open bars) or ribosomal proteins (closed bars) whose repression was totally dependent/strongly dependent (TD/SD), weakly dependent (WD) or independent (IND) on the presence of Ptc6 (left panel, data from this work). The same gene families were also classified according to the level of dependence on Sch9 in response to rapamycin (right panel). Data for Sch9 was taken from [22] and processed according to the same method used for establishing Ptc6 dependence. B) Exponentially growing wild type and *ptc6* mutant cells expressing HA-tagged Sch9 were treated with rapamycin (200 ng/ml) for 30 min, as detailed in the Materials and Methods section. TORC1 phosphorylation of the C-terminal portion of Sch9-HA, that leads to activation of Sch9, was determined in the lysates by NTCB treatment and immunodetected with anti-HA antibodies.

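For the left panel of Fig. 7A, the lists and limits used here gave 4.40% of repressed rRNA processing genes as totally or strongly dependent, 71.4% as weakly dependent and 24.2% as independent. The percentages for ribosomal protein genes were 0%, 2.78% and 97.2%. These shares depend on the scale and the limits. On the linear scale, 63.7% of the rRNA processing genes were totally or strongly dependent, and 81.5% of the ribosomal protein genes were dependent. With class limits of 0.33, 0.67 and 1, the totally or strongly dependent share of rRNA processing genes was 1.10%. The dependent share of ribosomal protein genes rose with any single array left out.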

This raised the possibility that Ptc6 might exert its function in the TOR pathway by directly or indirectly dephosphorylating and inactivating Sch9. To test this, we examined the phosphorylation state of Sch9 in wild type cells and *ptc6* mutants in response to rapamycin (Figure 7B). However, our results indicate that the phosphorylation state of Sch9 remains unchanged irrespective of the presence or absence of Ptc6, suggesting that the phosphatase is not responsible for the control of the kinase.

### Down-regulation of the genes controlled by Ifh1 in response to rapamycin requires Ptc6

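On the arrays, the median log2 ratio of the 108 repressed ribosomal protein genes was -3.64 in wild type and -3.05 in *ptc6* cells. The repression was weaker in *ptc6* cells for 105 of the 108 genes. Of these genes, 8 are on chromosomes XII and XIII.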

According to our microarray data, *ptc6* mutant cells showed a weakened down-regulation of the gene expression caused by the inhibition of TOR for genes encoding cytosolic RP (ribosomal proteins). These results were also validated by quantitative RT-PCR (Figure S4) and semiquantitative RT-PCR (not shown) for three RP and a member of the Ribi regulon. Therefore, we hypothesized that Ptc6 might be involved in the regulation of expression of these genes. Ifh1 is a co-activator of the Forkhead-like Fhl1 transcription factor that is recruited to the promoters of the ribosomal protein encoding genes during optimal growth conditions by Fhl1 and is absent when transcription is repressed [44]. Rapamycin treatment is one of the known situations that decrease the binding of Ifh1 to RP promoters [45]. Therefore, it was conceivable that Ptc6 might influence binding of Ifh1 to its target promoters. To test this hypothesis we examined the binding of a myc-tagged version of Ifh1 to the promoters of diverse RP genes after rapamycin treatment in both wild type and *ptc6* cells by chromatin-immunoprecipitation (ChIP) followed by PCR assays. For all three RP genes analyzed, we detected a marked decrease (50–60%) of Ifh1 binding to the promoters after 5 min of rapamycin treatment in wild type cells and this effect was even more prominent at longer times (∼20% of binding after 45 min). In *ptc6* cells, however, Ifh1 binding was clearly higher for the promoters of *RPL16A* and *RPL37A*, particularly after 30 minutes of exposition to rapamycin (Figure 8). It is worth noting that *RPL16A* was found to be strongly dependent on Ptc6 according to our microarray data, whereas for *RPL30* the effect of lack of the phosphatase was only marginal. 

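*RPL16A* (YIL133C) had log2 ratios of -4.33 and -4.25 on wild type arrays 1 and 2, and of -3.08 and -3.38 on the *ptc6* arrays. Its lost share was 0.247, and its difference of 1.06 log2 units exceeded that between the 2 arrays of either strain. *RPL30* (YGL030W) had -3.76 and -3.66 in wild type and -3.14 and -2.94 in *ptc6* cells, a difference of 0.67 and a lost share of 0.181. Both genes fall below the limit of 0.25 used here for weak dependence. *RPL16A* passed it without *ptc6* array 2 (0.282) or without wild type array 2 (0.254), and *RPL30* stayed at 0.208 or less with any array left out. On the linear scale both genes passed the limit. The lost share was then 0.548 for *RPL16A*, strongly dependent, and 0.402 for *RPL30*, weakly dependent.

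**Figure D3:**
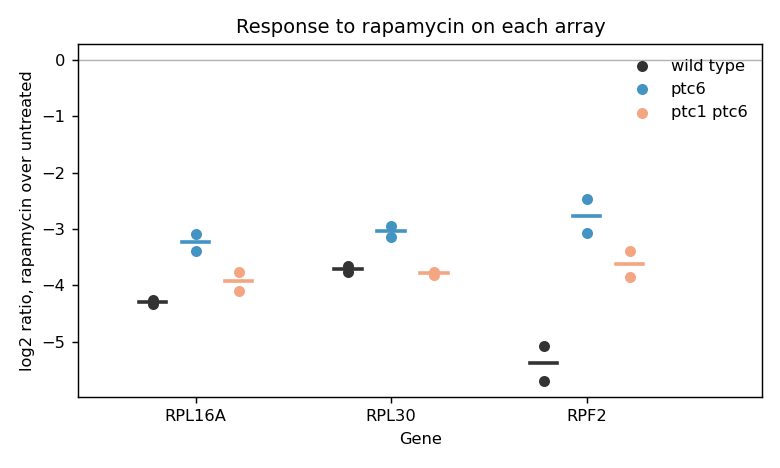
Log2 ratio of rapamycin-treated to untreated cells on each array (points) and mean of the 2 arrays (bars) for *RPL16A*, *RPL30* and *RPF2*, by strain. The *ptc6* points of *RPL16A* (-3.08 and -3.38) and *RPL30* (-3.14 and -2.94) lie above the wild type points.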

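*RPL37A* (YLR185W), which is on chromosome XII, had no value on its row for any wild type or *ptc6* array, and log2 ratios of -3.61 and -4.11 on the *ptc1 ptc6* arrays. Wild type and *ptc6* values of this chromosome may stand on the rows of other ORFs, so the gene may have been measured. With these rows rotated, a step chosen after seeing the data, -3.79 and -3.69 in wild type and -3.35 and -2.95 in *ptc6* cells fall on *RPL37A*.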

Although no microarray data for *RPL37A* was available, quantitative RT-PCR results (Figure S4) indicate a significant effect of the *ptc6* mutation on *RPL37A* mRNA accumulation. This suggests that the attenuation of the repression of the genes encoding RP described for the *ptc6* mutant cells could be due, at least in part, to a defect in releasing Ifh1 from their promoters.

**Figure 8:**
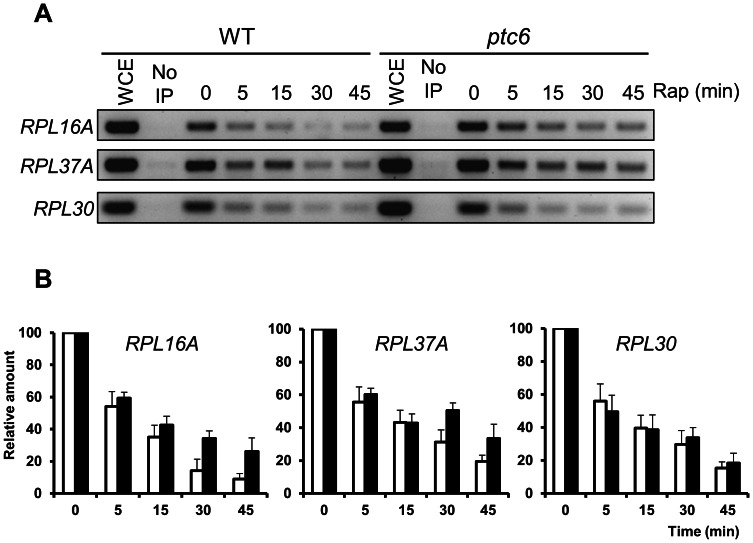
Lack of Ptc6 influences Ifh1 release from Fhl1-regulated promoters. A) Chromatin immunoprecipitation experiments were performed using W303-1A wild type (WT) and *ptc6* mutant strains carrying a MYC-tagged *IFH1* version. Tagging of Ifh1 did not affect the sensitivity to rapamycin of *ptc6* cells (not shown). After the addition of rapamycin (200 ng/ml) samples were taken at the indicated times. The immunoprecipitated DNA was used as a template for PCR by using specific primers for the promoters of the indicated genes (see Table S1). The PCR products were resolved in 2.5% agarose gel. Representative results from one out of three independent experiments are shown. WCE, Whole cell extract. B) Quantification of the relative amount of the PCR-products obtained, for the indicated promoters of the ribosomal protein-encoding genes shown above, for wild type cells (open bars) and *ptc6* mutant cells (closed bars). Four independent experiments were performed. Error bars represent the standard deviation.

## Discussion

We have accomplished an extensive characterization of the phenotypes shown by Ptc6-deficient cells, identifying novel phenotypes for the *ptc6* mutant cells not reported in a previous work that characterized mutants in non-essential catalytic subunits of protein phosphatases [46]. The transcriptional profiling of the *ptc6* mutants is more similar to that of the *ptc1* strain than to other *ptc*-deficient cells, such as *ptc5* (Figure 1C). This is somewhat surprising, since it has been proposed that *ptc5* and *ptc6* share the same subcellular location (mitochondria) and a regulatory function on the PDH complex [13]. In spite of the similarity of their transcriptional profiles, most *ptc6* phenotypes differ from those displayed by *ptc1* mutant. For example, *ptc1* cells were hypersensitive to alkaline pH as well as to high calcium concentrations [29], phenotypes that are landmarks of deficient vacuolar function [47]. Indeed, cells lacking *PTC1* displayed highly fragmented vacuoles. In contract, *ptc6* cells were not sensitive to either high pH or calcium and, accordingly, their vacuolar morphology was normal. Another relevant difference between *ptc6* and *ptc1* strains is that *ptc6* cells are tolerant to both, cell-wall stressors and excess of LiCl, while *ptc1* cells are sensitive. However, *ptc1* and *ptc6* cells do share some phenotypes, such as hypersensitivity to rapamycin, suggesting that Ptc6 may be involved in the TOR pathway. Nevertheless, several lines of evidence suggest that both enzymes impact the TOR pathway at different levels: i) the rapamycin-sensitive phenotypes of the *ptc1* and *ptc6* mutations are additive. ii) overexpression of *PTC1* cannot rescue the rapamycin-sensitive phenotype of the *ptc6* strain, iii) exposure to high concentrations of rapamycin causes an irreversible halt in growth in *ptc1* mutants, whereas Ptc6-deficiente cells can survive when the drug is removed from the medium, and iv) the *ptc6* mutation does not shown the epistatic relationships with relevant components of the TOR pathway displayed by the *ptc1* mutation [19].

Early work on Ptc6 [13] suggested that the rapamycin-sensitive phenotype of the *ptc6* mutant could derive from the proposed role of the phosphatase in activating PDH activity. However, we cannot find a relationship between the effect of a given mutation on PDH activity and the effect of such mutation on rapamycin sensitivity. For instance, using liquid cultures we observe that lack of *ptc6*, which should inhibit Pda1, causes a stronger rapamycin-sensitive phenotype than deletion of the *PDA1* gene (not shown). Similarly, deletion of both *PTC5* on the *ptc6* background, which should fully eliminate the ability to dephosphorylate the PDH complex, does not result in increased sensitivity to rapamycin. More importantly, lack of *PKP1*, encoding a Pda1 kinase, also results in sensitivity to rapamycin which is further aggravated by lack of Ptc6 (Figure 5B). Therefore, our results do not support the hypothesis linking the sensitivity to rapamycin of the *ptc6* mutant and the role of this phosphatase in the regulation of PDH activity. Similarly, our data also demonstrate that whereas the rapamycin-sensitive phenotype of the *ptc6* mutant is dependent on the carbon source, it cannot be linked to the occurrence of mitophagy upon exposure to rapamycin (Figure 4).

We observed that the expression of genes coding for proteins involved in both the ribosome biogenesis and the rRNA processing were down-regulated in a Ptc6 dependent manner (Table S4). It is known that repression of these sets of genes after inhibition of the TOR pathway may be under the control of Sch9 [22], [48] and that Sch9 is activated by phosphorylation [22]. Therefore, it could be hypothesized that Ptc6 might directly or indirectly promote Sch9 dephosphorylation and deactivation. However, we did not detect changes in the phosphorylation state of Sch9 in the absence of Ptc6 and, consequently, we conclude that Ptc6 must have targets other than Sch9. This would be in agreement with the fact that, whereas it has been reported that Sch9 mediates TORC1 regulation of transcription initiation [22], we find that rapamycin-induced repression of most genes related to this function is largely independent of the presence of Ptc6 (Table S4). Similarly, whereas Sch9 is not involved in the expression of Gln3-regulated genes [22], we observe attenuated expression of this kind of genes in *ptc6* cells (Figure 6B), indicating the existence of alternative Ptc6 cellular targets.

Expression of ribosomal protein- and pre-rRNA processing-encoding genes is also under the control of the Fhl1 forkhead transcription factor [44], [49]. When the TOR pathway is active, the coactivator Ifh1 binds to Fhl1, thus promoting expression of Fhl1-regulated genes. Inactivation of the TOR pathway results in Yak1-mediated phosphorylation of the Crf1 corepressor, promoting its binding to Fhl1, displacement of Ifh1, and switching off transcription of the Fhl1-regulated genes [49]. We observe that in cells lacking Ptc6, rapamycin-induced release of Ifh1 from Fhl1-regulated promoters is delayed or abolished. Since failure to effectively release Ifh1 from its target promoters would interfere with transcriptional switch off, this might contribute to explain, at least in part, the attenuation of rapamycin-induced repression of genes involved in ribosome biogenesis. The mechanisms for this effect would be open to conjecture. One possibility is that Ptc6 may regulate the phosphorylation state of Crf1. If so, Ptc6 could not act as a Crf1 phosphatase, since lack of Ptc6 would lead to hyperphosphorylation of Crf1 and this would lead to the potentiating of the repressor effects of rapamycin on target genes expression. It would be possible, however, that Ptc6 could negatively regulate the input of the TOR pathway on Yak1 activation. It must be noted that in vivo phosphorylation of Ifh1 has been reported in high-throughput studies. Interestingly, it has been recently shown that Ifh1 can be phosphorylated in vitro by Yak1 [50]. Therefore, the hypothetic regulation of Yak1 activity by Ptc6 could also impact on Ihf1 itself. In addition, it has been shown that Ifh1 is in a complex with casein kinase 2 (CK2), Utp22 and Rrp7 (CURI complex) are implicated in the processing of pre-rRNA and that CK2 phosphorylates in vitro Ifh1 [44]. Therefore, CK2-mediated phosphorylation of Ifh1 could also be a target for Ptc6 function.

## Supporting Information

Figure S1 **Linear regression analyses were used to estimate the transcriptional attenuation caused by the lack of** ***ptc6*** **or** ***ptc1*** **and** ***ptc6*** **.** Linear regression analysis of the plotted values for the changes in the level of expression triggered by rapamycin in wild type and in the indicated mutant strains. The obtained equation is indicated for each case. A) Set of 476 genes up-regulated by rapamycin in wild type cells plotted against their expression value in the *ptc6* mutant. B) Set of 639 genes down-regulated by rapamycin in wild type cells plotted against their expression value in the *ptc6* mutant. C) Set of 494 genes up-regulated by rapamycin in wild type cells plotted against their expression value in the *ptc1 ptc6* mutant. D) Set of 619 genes down-regulated by rapamycin in wild type cells plotted against their expression value in the *ptc1 ptc6* mutant.

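The lines fitted here for *ptc6* on wild type cells had intercepts of 0.02 for the induced and 0.01 for the repressed genes, in log2 units.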

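For *ptc1 ptc6* on wild type cells, the intercepts were 0.17 for induced and 0.20 for repressed genes.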

(TIF) Click here for additional data file.

Figure S2 **Lack of Ptc6 moderately affects rapamycin-induced down-regulation of the Msn2/Msn4-controled genes.** A) Intracellular localization of Msn2-GFP at the indicated times after addition of rapamycin to the cultures of WT, *ptc1*, *ptc6* and *ptc1 ptc6* cells. Cells from each strain were distributed into three categories according to the intracellular localization of Msn2-GFP: cytosolic (black bars), cytosolic and nuclear (grey bars) and nuclear (white bars). B) Plots of the log_2_ values for the changes in the level of expression consequence of the treatment with rapamycin in both WT (dots) and *ptc6* strains (closed triangles) for the 150 most up-regulated genes (top panel) and 150 most down-regulated (bottom panel) genes in the WT strain. The expression values for the genes documented targets of Msn2 or Msn4 described in YEASTRACT [53] plus those identified elsewhere [54] in *ptc6* cells are denoted as open squares.
(TIF) Click here for additional data file.

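The 150 genes with the highest wild type log2 ratios had a median of 2.83 in wild type and 2.39 in *ptc6* cells. Of these, 24 are in the list of Msn2 and Msn4 targets used here, with a median lost share of 0.189 against 0.196 for the others. The 150 most repressed genes included 0 of the listed targets, and had a median of -3.87 in wild type and -3.03 in *ptc6* cells.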

Figure S3 **Comparison of transcriptional changes in** ***ptc6*** **mutants and cells expressing a constitutive active version of Sch9**. Representation of the averages of the changes in the level of expression (in log_2_) induced by rapamycin for the genes included in the specified categories that constitute the Ribi regulon [55]. Left panel shows data corresponding to yeast (W303 background) expressing normal and constitutively active Sch9 (*SCH9* ^2D3E^) after 90 min treatment with rapamycin obtained from the GEO database (series reference GSE7660) [22]. Right panel shows data from the experiments described in this work.
(TIF) Click here for additional data file.

Figure S4 ***ptc6*** **mutant cells exhibit an attenuation in the repression of genes involved in the ribosome biogenesis caused by rapamycin.** Wild type BY4741 and its isogenic *ptc6* derivatives were grown in YPD and treated with rapamycin as described in Figure 4A. Samples were collected at different times and total RNA was prepared. Quantitative RT-PCR were performed by duplicate using specific oligonucleotides, as described in the Materials and Methods section, and the levels of expression of the RNA for the specified genes in wild type BY4741 (empty bars) and *ptc6* mutant cells (filled bars), after actin normalization, are represented as a percentage respect the quantity of RNA in untreated cells. Error bars represent the standard deviation.
(TIF) Click here for additional data file.

Table S1 **Oligonucleotides used in this study.**
(DOCX) Click here for additional data file.

Table S2 **Genes up-regulated in** ***ptc1 ptc6*** **cells.**
(DOCX) Click here for additional data file.

Table S3 **Genes down-regulated in** ***ptc1 ptc6*** **cells.**
(DOCX) Click here for additional data file.

Table S4 **Major functional categories of genes down-regulated by rapamycin.** The set of genes in each category (according to the MIPS Functional Catalogue Database) is classified as affected (dependent) or unaffected (independent) by the absence of Ptc6. Ptc6-dependent genes are further classified into totally plus strongly dependent (TD+SD) and weakly dependent (WD).
(XLS) Click here for additional data file.

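In the lists compiled here, 7 of 9 repressed tRNA synthetases and 4 of 5 repressed mitochondrial ribosomal protein genes were dependent on Ptc6, with median lost shares of 0.356 (0.178 to 0.404 over the pairs of arrays) and 0.399 (0.286 to 0.496). Of the random lists matched on the wild type log2 ratio, 85.6% and 87.1% had a lower median. The 13 repressed genes of amino acid metabolism had a median lost share of 0.382 (0.242 to 0.504), higher than in 96.7% of matched lists, and 11 of them were dependent.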

# Supplementary material for: Ptc6 Is Required for Proper Rapamycin-Induced Down-Regulation of the Genes Coding for Ribosomal and rRNA Processing Proteins in S. cerevisiae
**Source:** PLoS One. 2013 May 21;8(5):e64470. doi: 10.1371/journal.pone.0064470
**Supplement:** Table S1 — Oligonucleotides used in this study.

**Table S1. Oligonucleotides used in this study**.

| **Name** | **Sequence (from 5’ to 3’)** | **Comments** |
| --- | --- | --- |
| 5'-PTC6-disr_nat | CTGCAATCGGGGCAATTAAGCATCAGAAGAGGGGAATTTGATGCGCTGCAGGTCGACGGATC | 5’ for *ptc6::nat1* cassette amplification from pAG25 |
| 3'-PTC6-disr_nat | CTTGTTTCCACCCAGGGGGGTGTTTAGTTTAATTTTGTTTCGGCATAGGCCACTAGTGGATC | 3’ for *ptc6::nat1* cassette amplification from pAG25 |
| 5’-PTC6 | CCTGTGGATGACCCATGGCG | 5' to verify *ptc6::nat1* disruption (-720 from ATG) |
| nat1-3' | GTGAAGGACCCATCCAGTGC | 3’ to verify *ptc6::nat1* disruption (+92 from ATG of *nat1*) |
| 5’-GAP1_RT | GGTTACTAGCCTTGTCTGGG | 5' RT-PCR for *GAP1* (+1352 from ATG) |
| 3’-GAP1_RT | CGGGGAATACAGCAACGTAG | 3' RT-PCR for *GAP1* (+1561 from ATG) |
| 5’-MEP1_RT | GCAGATCGCTTACATTGCCG | 5' RT-PCR for *MEP1* (+1116 from ATG) |
| 3’-MEP1_RT | CAGAGCGTTGTGAATCTTCG | 3’ RT-PCR for *MEP1* (+1317 from ATG) |
| RT-ACT1 up2 | TGCTGTCTTCCCATCTATCG | 5’ RT-PCR and q-RT-PCR for *ACT1* (+84 from ATG) |
| RT-ACT1 do2 | ATTGAGCTTCATCACCAAC | 3’ RT-PCR and q-RT-PCR for *ACT1* (+178 from ATG) |
| RPL37A_F | CCCGTTCTCTAGGCTGATGG | 5’ ChIP for *RPL37A* (-225 from ATG) |
| RPL37A_R | GACAGACCGACGGACCACAC | 3’ ChIP for *RPL37A* (-159 from ATG) |
| RPL30_F | CCCGTCTATTCTCGTGTCGT | 5’ ChIP for *RPL30* (-499 from ATG) |
| RPL30_R | TGCTAGATGGGGGTTCAGTC | 3’ ChIP for *RPL30* (-448 from ATG) |
| RPL16A_F | GATTATTTTCATGATACTTCG | 5’ ChIP for *RPL16A* (-353 from ATG) |
| RPL16A_R | CAGGATTTGTTCTGCATTGG | 3’ChIP for *RPL16A* (-290 from ATG) |
| 5’-RPL37A_RT | CCTGTGGTTATCCAGCTGC | 5' q-RT-PCR for *RPL37A* (+466 from ATG) |
| 3'-RPL37A_RT | GCCTTAGAAGCAGAGCCGG | 3' q-RT-PCR for *RPL37A* (+616 from ATG) |
| 5’-RPL30_RT | CCGCTAACACTCCAGTTTTG | 5' q-RT-PCR for *RPL30* (+364 from ATG) |
| 3'-RPL30_RT | CTCTGAATAACTTACCGACAGC | 3' q-RT-PCR for *RPL30* (+489 from ATG) |
| 5’-RPL16A_RT | GAGAGTTGTTGTCCCACAAGCA | 5' q-RT-PCR for *RPL16A* (+638 from ATG) |
| 3'-RPL16A_RT | TAGCATTAGCAGAGGCAACTTTC | 3' q-RT-PCR for *RPL16A* (+840 from ATG) |
| 5'-RPF2_RT | CATGGGTGATAAATTGGGTAG | 5' q-RT-PCR for *RPF2* (+801 from ATG) |
| 3'-RPF2_RT | CTTCATCTACCTCTCCATCAC | 3' RT-PCR for *RPF2* (+931 from ATG) |

# Supplementary material for: Ptc6 Is Required for Proper Rapamycin-Induced Down-Regulation of the Genes Coding for Ribosomal and rRNA Processing Proteins in S. cerevisiae
**Source:** PLoS One. 2013 May 21;8(5):e64470. doi: 10.1371/journal.pone.0064470
**Supplement:** Table S2 — Genes up-regulated in ptc1 ptc6 cells.

**Table S2. Genes up-regulated in *ptc1 ptc6* cells.**

| **GENE** | **-Fold increase** |  |  | **GENE** | **-Fold increase** |
| --- | --- | --- | --- | --- | --- |
| *HSP26* | **15.32** |  |  | *FLC2* | **2.38** |
| *HSP12* | **12.36** |  |  | *GLK1* | **2.35** |
| *KDX1* | **10.11** |  |  | *BDH2* | **2.35** |
| *AMS1* | **7.39** |  |  | *HXK1* | **2.31** |
| *FMP33* | **7.30** |  |  | *GAD1* | **2.31** |
| *NQM1* | **6.82** |  |  | *GOR1* | **2.31** |
| *HXT5* | **5.53** |  |  | *YPL088w* | **2.30** |
| *GPG1* | **5.14** |  |  | *ARN1* | **2.30** |
| *FIT3* | **5.08** |  |  | *YMR090w* | **2.28** |
| *SRL3* | **4.84** |  |  | *YBR241c* | **2.27** |
| *CRG1* | **4.81** |  |  | *SPI1* | **2.26** |
| *YMR103c* | **3.97** |  |  | *SSE2* | **2.23** |
| *YOR289w* | **3.66** |  |  | *SED1* | **2.22** |
| *YFL015c* | **3.64** |  |  | *MEP2* | **2.19** |
| *PRM5* | **3.57** |  |  | *PFK26* | **2.16** |
| *RTC3* | **3.49** |  |  | *UGA2* | **2.16** |
| *PGM2* | **3.44** |  |  | *FBP26* | **2.14** |
| *AFR1* | **3.37** |  |  | *YCL049c* | **2.14** |
| *PST1* | **3.36** |  |  | *AGP2* | **2.12** |
| *SOL4* | **3.28** |  |  | *YLR194c* | **2.12** |
| *MSC1* | **3.24** |  |  | *PUT1* | **2.12** |
| *ECM4* | **3.05** |  |  | *UBC5* | **2.11** |
| *ARN2* | **2.99** |  |  | *PTP2* | **2.11** |
| *FMP45* | **2.97** |  |  | *BIO4* | **2.10** |
| *GLC3* | **2.97** |  |  | *CUP2* | **2.08** |
| *PIR3* | **2.96** |  |  | *EMP46* | **2.08** |
| *ATG8* | **2.95** |  |  | *PDR5* | **2.06** |
| *CIT2* | **2.94** |  |  | *HSP150* | **2.05** |
| *PCA1* | **2.81** |  |  | *FIT1* | **2.05** |
| *GIP2* | **2.78** |  |  | *FMP23* | **2.05** |
| *YPS3* | **2.76** |  |  | *YER067w* | **2.04** |
| *TFS1* | **2.76** |  |  | *DUR1,2* | **2.04** |
| *HBT1* | **2.73** |  |  | *TIS11* | **2.04** |
| *SLT2* | **2.73** |  |  | *ADR1* | **2.03** |
| *GCY1* | **2.71** |  |  | *PDE1* | **2.03** |
| *FIT2* | **2.68** |  |  | *YNL200c* | **2.02** |
| *GSC2* | **2.67** |  |  |  |  |
| *RTS3* | **2.62** |  |  |  |  |
| *IDP2* | **2.50** |  |  |  |  |
| *TSL1* | **2.50** |  |  |  |  |
| *CRH1* | **2.46** |  |  |  |  |
| *HMX1* | **2.46** |  |  |  |  |
| *GDB1* | **2.44** |  |  |  |  |
| *JAC1* | **2.43** |  |  |  |  |

# Supplementary material for: Ptc6 Is Required for Proper Rapamycin-Induced Down-Regulation of the Genes Coding for Ribosomal and rRNA Processing Proteins in S. cerevisiae
**Source:** PLoS One. 2013 May 21;8(5):e64470. doi: 10.1371/journal.pone.0064470
**Supplement:** Table S3 — Genes down-regulated in ptc1 ptc6 cells.

**Table S3. Genes down-regulated in *ptc1 ptc6* cells.**

|  | | | | |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **GENE** | **-Fold decrease** |  |  |  |  |  |  |
|  | *PTC6* | **0.06** |  |  |  |  |  |  |
|  | *PTC1* | **0.17** |  |  |  |  |  |  |
|  | *YAR068w* | **0.27** |  |  |  |  |  |  |
|  | *LEU1* | **0.35** |  |  |  |  |  |  |
|  | *CUP1-1* | **0.45** |  |  |  |  |  |  |
|  | *OAC1* | **0.46** |  |  |  |  |  |  |
|  | *RPS27b* | **0.46** |  |  |  |  |  |  |
|  | *CYB5* | **0.47** |  |  |  |  |  |  |
|  | *ALD6* | **0.47** |  |  |  |  |  |  |
|  | *PHO12* | **0.47** |  |  |  |  |  |  |
|  | *PHO11* | **0.48** |  |  |  |  |  |  |
|  | *GFD2* | **0.48** |  |  |  |  |  |  |
|  | *RPS17a* | **0.49** |  |  |  |  |  |  |
|  | *RPL25* | **0.49** |  |  |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

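The response to 1 h of 200 ng/ml rapamycin was measured with 2-colour arrays in wild type BY4741, *ptc6* and *ptc1 ptc6* cells. Each strain was measured on 2 arrays that hold the same rapamycin-treated and untreated RNA with the dyes exchanged. These 2 arrays were taken as 1 biological replicate, so no test was made between strains and no value has a replicate check. The spread given is that over the 4 pairs of an array of each strain. It covers technical variation and not variation between cultures. The paper gives the optical density of the cultures as 0.6 to 0.8, and the sample descriptions give 0.5.

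The authors scanned the arrays, excluded spots under 120 µm or under 150 fluorescence units, and deposited for each ORF and array the log2 ratio of rapamycin-treated to untreated cells, after their own preprocessing. Intensities were not analysed here, so signal over background is not known for any gene. That the values are on the log2 scale and that their sign is the same on both arrays of a strain was checked on the values. Of 6212 ORFs listed, 1098 had no value on any array and 3110 had a value on all 6 arrays. The values were not normalized again. Of the ORF names, 5662 were matched to the R64 annotation of the reference, which was used for gene names only, and no coordinates are given.

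A gene was valid for a comparison when it had a value on both arrays of both strains, and its value was the mean of the 2 log2 ratios. Up-regulated and down-regulated genes were those above 1 and below -1. The attenuation index was the slope of the least-squares line, with an intercept, of the mutant on the wild type values of genes selected in wild type cells. The lost share of a gene was 1 minus the ratio of the mutant to the wild type log2 value. Genes were called totally dependent from 0.9, strongly dependent from 0.5, weakly dependent from 0.25, and independent below. On the linear scale, the fold induction or fold repression minus 1 took the place of the log2 value. The paper's text does not give its own limits.

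Gene lists for cytosolic ribosomal proteins, mitochondrial ribosomal proteins, rRNA processing, translation factors, tRNA synthetases, RNA polymerases I and III with their transcription factors, amino acid metabolism, nitrogen catabolite repression, Msn2/Msn4 targets, the pyruvate dehydrogenase complex, the proteasome and autophagy were written from general knowledge of yeast gene names. They are not the MIPS categories of the paper. The median lost share of the changed members of a list was placed among 10000 random lists of the same size, drawn from genes changed in the same direction and matched on the wild type log2 ratio in 10 bins. The genes drawn from included the members of the list itself and of the other lists. Genes of a family are co-regulated, so this percentile describes a list and is not a test. The genes named are those that the paper names for this experiment, and, among genes past 2-fold on both wild type arrays, the 5 in each direction with the largest wild type response and the 5 with the largest difference in *ptc6* cells among those whose *ptc6* and wild type values do not overlap. Genes named beyond this rule were chosen after their values were seen.

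The comparisons, the limits, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. The alternatives were a value on at least 1 array, arrays centred on their median, the mean of linear ratios, genes valid in all 3 strains, other thresholds of 1.5-fold and 3-fold, 2-fold on each array, lines through the origin, orthogonal regression, other selections of genes, other class limits, the lost share on the linear scale, other members of the lists, random lists without matching, and leaving out each array in turn. Leaving out or realigning the rows of chromosomes XII and XIII, and leaving out the ORF with the highest value, were added after seeing the data.

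The steps were tested on simulated data. Slopes of 0.85 and 0.75 were recovered as 0.849 and 0.749. All simulated dependent genes were classed as dependent, as were 9.36% of the simulated independent genes. Their simulated lost shares lay well above and well below the limit of 0.25, with noise between arrays only. These rates therefore do not hold for genes near the limit, and 263 of the 309 dependent repressed genes in the data were only weakly dependent. A list drawn at random fell at the percentile of 64.35, and a list with a raised lost share at 100. A rotation of 40 rows was recovered as 40, and of 200 rows moved by 1 row, 197 were found. The programs were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with a fixed seed of 20130521. The arrays that compare mutants with wild type cells without rapamycin were not analysed here.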

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

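The tests in this part were all chosen after the result was seen.

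In the wild type and *ptc1 ptc6* strains, 7 genes were past 2-fold in opposite directions on every array, and in the wild type and *ptc6* strains 0 genes were. The difference was not tested, since each strain has 1 biological replicate. The genes, named after their values were seen, are *ALT1*, *YPS3*, *BOP2*, *RSO55*, *SEC72*, *COX14* and YMR253C. For example, *ALT1* (YLR089C) had -1.61 and -1.39 on the wild type arrays and 3.24 and 2.92 on the *ptc1 ptc6* arrays. All 7 are on chromosomes XII and XIII.

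On chromosome XII, the log2 ratios of wild type and *ptc1 ptc6* cells had a correlation of 0.0156 across genes, where wild type and *ptc6* cells had 0.972. A different response of these genes in *ptc1 ptc6* cells is argued against by the ribosomal protein genes of the chromosome. They had a median of 0.075 in wild type cells (9 genes) and -0.10 in *ptc6* cells (13 genes), against -3.64 and -3.06 for those on the other chromosomes. In *ptc1 ptc6* cells their median was -3.23 (12 genes), near the -3.68 on the other chromosomes, which argues against *ptc1 ptc6* values on the rows of other ORFs. A candidate explanation is that the wild type and *ptc6* values of this chromosome stand on the rows of other ORFs. Of all rotations of the 534 rows, a rotation by 65 rows gave the highest correlation, 0.959, and the next highest was 0.169. The left arm of the chromosome has 65 listed ORFs. With the ribosomal protein genes left out of the choice, the highest correlation was again at 65 rows, and after this rotation these genes had a median of -3.21 in wild type cells.

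On chromosome XIII the correlation of wild type and *ptc1 ptc6* cells was 0.543. Here the *ptc1 ptc6* values may stand 1 row away from their ORFs over 315 of 482 rows. With these rows moved, the correlation was 0.965, and the median of the ribosomal protein genes in *ptc1 ptc6* cells was -3.63, against -2.13 with the rows as listed. The rows were chosen by their fit to wild type and *ptc6* values, so these values follow in part from the choice. Chosen again without the ribosomal protein genes, the same rows were moved, and the median of these genes was -3.63 (6 genes). With the rows in 10 parts, each left out of the choice in turn, the correlation over the rows left out was 0.959 (232 genes), against 0.939 to 0.973 on the other chromosomes. With both chromosomes realigned, 0 genes were past 2-fold in opposite directions in wild type and *ptc1 ptc6* cells, which also follows in part from the choice. Whether any of the genes also responds differently in *ptc1 ptc6* cells was not tested.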

How the results depend on the processing

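The alternatives that leave out or realign chromosomes XII and XIII, or leave out YPR001W, were chosen after seeing the data. Results without a test are called moved here when they changed by more than 1 standard deviation over the pairs of arrays, or, for counts and percentages, by more than 1.5 times. For the 20 results that answer a comparison, 203 values under the alternatives fixed beforehand were within these limits, 59 moved and 1 reversed. Under the added alternatives, 37 values were within, 10 moved and 1 reversed. The standard deviation comes from the same arrays, so a slope or median within it when an array is left out is no evidence of stability. For the difference of a single gene it is always larger than the shift from leaving out an array, so no such count is given for named genes. The cause was not tested for any of the changes below, except where the alternative itself sets it.

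Every alternative fixed beforehand left the slope of *ptc6* on wild type cells below 1, from 0.729 to 0.871 for induced genes and from 0.664 to 0.799 for repressed genes. The slope of *ptc1 ptc6* for induced genes also stayed below 1, from 0.440 to 0.873. That for repressed genes lay between 0.629 and 1.26, and was above 1 only under orthogonal regression, at 1.26, or 1.02 without chromosomes XII and XIII. Under every alternative that fitted induced and repressed genes apart, repressed genes had the lower slope in *ptc6* cells and induced genes had the lower slope in *ptc1 ptc6* cells.

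With a value on at least 1 array, the slopes were 0.789 (*ptc1 ptc6*, repressed), 0.727 (*ptc6*, repressed) and 0.447 (*ptc1 ptc6*, induced), 216 induced genes were dependent, and 4.39% of ribosomal protein genes. Leaving out YPR001W in addition gave 0.579 for *ptc1 ptc6* induced genes and left the slopes of repressed genes at 0.789 and 0.727. Genes valid in all 3 strains gave 0.755 for *ptc6* repressed genes. The threshold sets the number of changed genes, which was 1729 (wild type), 1535 (*ptc6*) and 1632 (*ptc1 ptc6*) at 1.5-fold, and 651, 470 and 505 at 3-fold.

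A line through the origin gave 0.815 (repressed) and 0.743 (induced) for *ptc1 ptc6*. Orthogonal regression gave 0.799 for *ptc6* repressed and 0.873 for *ptc1 ptc6* induced genes, and without chromosomes XII and XIII 0.810 and 0.808. Selection of genes in the mutant gave 0.629 (*ptc1 ptc6*, repressed), 0.664 (*ptc6*, repressed), 0.440 (*ptc1 ptc6*, induced) and 0.743 (*ptc6*, induced). Selection in either strain gave 0.641, 0.731 and 0.452 for the first 3 of these. All valid genes gave 0.788 for *ptc1 ptc6* and 0.775 for *ptc6*. Selection on wild type array 1 with the response from array 2 gave 0.819 (*ptc1 ptc6*) and 0.680 (*ptc6*) for repressed genes. The opposite gave 0.841 and 0.719, with 0.601 and 0.729 for induced genes, and 15.6% of ribosomal protein genes dependent.

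Without chromosomes XII and XIII the slopes of *ptc1 ptc6* were 0.948 (repressed) and 0.745 (induced), and with the rows realigned 0.947 and 0.733. Realignment gave 1.69% of ribosomal protein genes as dependent.

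Class limits of 0.2, 0.5 and 0.8 gave 21.3% of ribosomal protein genes as dependent. Limits of 0.33, 0.67 and 1 gave 74 induced genes and 23.5% of translation factors. The linear scale raises every lost share between 0 and 1 by construction. It gave medians of 0.310 (Msn2/Msn4 targets), 0.234 (amino acid metabolism), 0.551 (rRNA processing), 0.367 (ribosomal proteins) and 0.389 (translation factors), 509 repressed and 267 induced dependent genes, and 81.5% of ribosomal protein genes and 79.4% of translation factors as dependent. With all valid members of the lists, the median was 0.191 for amino acid metabolism, and 4.35% of ribosomal protein genes were dependent. Of those without a paralog, 0% were.

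With each array left out in turn, the slope was 0.815 to 0.887 (*ptc1 ptc6*, repressed), 0.714 to 0.746 (*ptc6*, repressed) and 0.476 to 0.665 (*ptc1 ptc6*, induced). The lost share was 0.319 to 0.365 for rRNA processing and 0.181 to 0.296 for translation factors. The percentage of dependent genes was 4.50 to 17.6 for ribosomal proteins and 44.1 to 72.2 for translation factors. Without wild type array 2, 72.2% of translation factors and 14.7% of ribosomal protein genes were dependent. The ribosomal protein percentage was 17.6% without *ptc6* array 1, 6.48% without *ptc6* array 2 and 4.50% without wild type array 1.

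In all the alternatives fixed beforehand, at most 0.01% of the matched random lists had a lower median lost share than the ribosomal protein genes, and at least 99.93% had a lower one than the rRNA processing genes. For translation factors this percentage ran from 10.1 to 67.7. Centring each array on its median moved the share of induced among changed genes from 42.6% to 40.9% in wild type, from 42.4% to 39.0% in *ptc6* and from 42.7% to 40.0% in *ptc1 ptc6* cells. Leaving 1 array of a strain leaves a single array, so these values have no spread of their own. It also admits genes that had no value on the array left out. Valid genes for *ptc6* cells then numbered 3350 to 3762, against 3323 with all arrays, so such shifts are not due to the array alone.

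Signal over background was not analysed here, and genes without a value on both arrays are missing from every result. No paired analysis was possible because each strain has 1 biological replicate.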

Differences from the paper's values

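The limits of the classes of dependence and the gene lists used here are not those of the paper, whose text does not give its limits and whose lists are MIPS categories. The alternatives named in this part were set before the data were examined.

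The paper reports 9 repressed genes as totally dependent on Ptc6, and 2 were found here. All 13 alternatives stayed apart from the paper's number, with 0 to 5 genes. For strongly dependent genes the paper's number is 83 and the number here 44. It came within the paper's number with a value on at least 1 array and without wild type array 1, wild type array 2 or *ptc6* array 1, and under the other 9 alternatives it did not. The paper's number of induced genes dependent on Ptc6 is 86, and 142 were found here. The difference closed with genes valid in all 3 strains, with class limits of 0.33, 0.67 and 1, and without *ptc6* array 1, and stayed under the other 10 alternatives.

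The paper's share of repressed ribosomal protein genes that are dependent on Ptc6 is 55.0%, from its Table S4, and the share here was 2.78%. The linear scale gave 81.5%, within 1.5 times of the paper's value, and the other 14 alternatives did not come within it. The paper's share of totally or strongly dependent ribosomal protein genes is 7.63%, and here it was 0%, with 0% to 12.0% over 15 alternatives, all apart from the paper's value. For rRNA processing, the paper's share of totally or strongly dependent genes is 41.4%, and here it was 4.40%, with 1.10% to 63.7% over 14 alternatives, all apart from it. For translation, the paper's share of dependent genes is 21.7% and that of translation factors here was 47.1%. Class limits of 0.33, 0.67 and 1 gave 23.5%, and the other 13 alternatives stayed apart.

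The paper states that the repression of ribosomal protein genes tends to depend on Ptc6. Here 105 of the 108 genes were independent, which means a lost share below 0.25 and not an equal response. The repression was weaker in *ptc6* cells for 105 of the 108 genes. Of 10000 matched random lists, 0 had a median lost share below their 0.165, which ranks the size of the loss and not its presence. The paper also rests on RT-PCR of ribosomal protein genes and on the binding of Ifh1, which were not examined here. With any array left out, at most 17.6% were dependent, without *ptc6* array 1, and on the linear scale 81.5% were. The paper states that most dependent genes of rRNA processing are totally or strongly dependent. Of the 69 dependent genes here, 4 were strongly dependent and 65 weakly. The totally or strongly dependent share of the list was at most 11.8% with any array left out, without *ptc6* array 2, and on the linear scale 63.7% of the list was totally or strongly dependent. The paper calls *RPL16A* strongly dependent. Its lost share here was 0.247, below the limit of weak dependence. The gene was weakly dependent without *ptc6* array 2 (0.282) or without wild type array 2 (0.254), and on the linear scale its lost share was 0.548, in the strongly dependent class.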

Other observations

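The tests of the difference between the 2 arrays of a strain, of chromosomes XII and XIII and of ribosomal protein genes in *ptc1 ptc6* cells were chosen after the result was seen.

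Selection of genes on noisy values lowers a slope, which is a candidate explanation for slopes below 1. As the whole cause in *ptc6* cells it is argued against by the wild type arrays, whose lowest slope on each other was 0.876 for induced and 0.964 for repressed genes. It is also argued against by the slope of wild type on *ptc6* cells for genes selected in *ptc6* cells, which was 1.14 for induced and 1.21 for repressed genes, above 1 where this selection would put it below. A smaller scale of all ratios on the *ptc6* arrays would raise every lost share alike. Against it as the whole cause, the median lost share of rRNA processing genes exceeded that of ribosomal protein genes by 0.174, and that of induced genes of nitrogen catabolite repression was 0.0710. Noise between arrays put at most 89 repressed and 76 induced genes in the dependent classes when 1 wild type array was set against the other, fewer than any *ptc6* array. A difference between the cultures apart from the deletion was not tested and stays open, since each strain has 1 biological replicate.

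Values on the rows of other ORFs on chromosomes XII and XIII could lower the slopes of *ptc1 ptc6* cells. As the whole cause this is argued against by the slope of 0.745 for induced genes without these chromosomes. For repressed genes without these chromosomes, the slope was 0.948, with 0.916 to 0.952 over the pairs of arrays and 1.02 by orthogonal regression, near the lowest of 0.964 between the wild type arrays. Misplaced values as the cause of a slope below 1 therefore stay open for repressed genes. They are argued against as the whole cause of a lost share above 0, whose lowest median over the pairs of arrays without these chromosomes was 0.0883, above the highest of 0.0611 between the wild type arrays. With the rows realigned, 3359 genes were valid for *ptc1 ptc6* cells, 417 induced and 578 repressed.

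Across genes outside chromosomes XII and XIII, the differences between the 2 arrays of a strain correlated at 0.445 for wild type and *ptc6* cells, which share the dye order, and at -0.431 and -0.535 for *ptc1 ptc6* cells with wild type and *ptc6* cells, which have the opposite order. Over all genes the values were 0.442, -0.395 and -0.488. The change of sign with the dye order is consistent with a dye bias of single genes, and the mean of the 2 arrays cancels such a bias. No biological explanation was tested.

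In *ptc1 ptc6* cells, the median lost share of 107 repressed ribosomal protein genes was -0.00868, with -0.0907 to 0.0760 over the pairs of arrays, where it was above 0 for every pair in *ptc6* cells. A larger scale of induced and repressed ratios alike on the *ptc1 ptc6* arrays is argued against by Msn2/Msn4 targets, with a median lost share of 0.308. Misplaced values are argued against by the ribosomal protein genes outside chromosomes XII and XIII, with -0.0114. Saturation that depends on the ratio alone is argued against by the other genes repressed as strongly, with 0.166 (39 genes). Saturation that depends on the signal of a spot stays open, since intensities were not analysed. The change was not particular to ribosomal protein genes. From *ptc6* to *ptc1 ptc6* cells, the median lost share of the other genes repressed as strongly went from 0.352 to 0.166, a change of -0.186, where that of the ribosomal protein genes in the same range changed by -0.172. A change common to repressed genes is a candidate explanation. Whether it comes from a larger scale of the repressed ratios alone, from the authors' normalization, from a difference between cultures or from the loss of *PTC1* was not tested.

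In *ptc1 ptc6* cells, 5 repressed mitochondrial ribosomal protein genes had a median lost share of 0.544 (0.445 to 0.613 over the pairs of arrays). Other repressed lists had 0.165 (rRNA processing, 87 genes, 0.138 to 0.2285) and 0.136 (translation factors, 33 genes, 0.0859 to 0.187). The tRNA synthetases had 0.199 (9 genes, 0.0598 to 0.338), and repressed amino acid metabolism had 0.225 (11 genes, 0.0891 to 0.303). RNA polymerases I and III with their transcription factors had 0.0634 (11 genes), but the pairs of arrays gave -0.0309 to 0.0310. Among induced lists, amino acid metabolism had 0.118 (46 genes, 0.0686 to 0.156) and nitrogen catabolite repression 0.161 (21 genes, 0.120 to 0.202). Autophagy had 0.209 (9 genes, 0.0947 to 0.326). The 0.308 of the 38 Msn2/Msn4 targets was higher than in 99.97% of matched random lists.

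In *ptc6* cells, the 20 induced genes of nitrogen catabolite repression included 1 dependent gene, and 0.145% of matched random lists had a lower median lost share than theirs. On the arrays, *GAP1* had 6.48 and 6.91 in *ptc6* and 5.34 and 5.29 in *ptc1 ptc6* cells. *GLN1* (YPR035W) had 1.63 and 2.16 in wild type, 2.32 and 2.59 in *ptc6* and 2.22 and 2.19 in *ptc1 ptc6* cells. *GDH1* (YOR375C) had 2.14 and 2.51, 2.01 and 2.40, and 2.46 and 2.32, in the same order. *MEP1* (YGR121C) had 2.89 and 2.83, 2.83 and 2.71, and 2.82 and 2.49. The lost share in *ptc6* cells was 0.0577 for *GAP1*, 0.0516 for *GDH1* and 0.0315 for *MEP1*, and -0.296 for *GLN1*, a stronger induction. The paper reports a weaker response of all these genes in *ptc6* cells from promoter reporters, and from RT-PCR for *GAP1* and *MEP1*. The arrays showed little or no such attenuation, but they measure RNA and not promoter activity. The 9 induced genes of autophagy had a median lost share of 0.209 (0.129 to 0.289 over the pairs of arrays), higher than in 65.4% of matched lists, and 2 were dependent. Of 8 valid genes of the pyruvate dehydrogenase complex, 1 was induced in wild type cells, and the median log2 ratio was 0.62 in wild type and 0.68 in *ptc6* cells. Of 29 genes of the proteasome, 2 were repressed, with medians of -0.19 and 0.04.

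If the wild type and *ptc6* rows of chromosome XII are rotated as the correlation of 0.959 would have it, values of -3.79 and -3.69 in wild type and -3.35 and -2.95 in *ptc6* cells fall on *RPL37A*, a lost share of 0.158. *RRB1* and *SNZ1* on chromosome XIII had *ptc1 ptc6* minus wild type differences of 4.55 and -3.46 as listed, and of 0.26 and -1.60 with the rows realigned. YPR001W (*CIT3*), chosen after its value was seen, had 16.25 on wild type array 1, the highest value of any array, with no value on array 2, and 2.59 and 2.67 in *ptc1 ptc6* cells.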
